# Gut microbiota-testis axis: FMT improves systemic and testicular micro-environment to increase semen quality in type 1 diabetes

**DOI:** 10.1186/s10020-022-00473-w

**Published:** 2022-04-25

**Authors:** Yanan Hao, Yanni Feng, Xiaowei Yan, Liang Chen, Ruqing Zhong, Xiangfang Tang, Wei Shen, Qingyuan Sun, Zhongyi Sun, Yonglin Ren, Hongfu Zhang, Yong Zhao

**Keywords:** Type 1 diabetes, A10-FMT, Blood glucose, Semen quality, DHA, EPA

## Abstract

**Background:**

Clinical data suggest that male reproductive dysfunction especially infertility is a critical issue for type 1 diabetic patient (T1D) because most of them are at the reproductive age. Gut dysbiosis is involved in T1D related male infertility. However, the improved gut microbiota can be used to boost spermatogenesis and male fertility in T1D remains incompletely understood.

**Methods:**

T1D was established in ICR (CD1) mice with streptozotocin. Alginate oligosaccharide (AOS) improved gut microbiota (fecal microbiota transplantation (FMT) from AOS improved gut microbiota; A10-FMT) was transplanted into the T1D mice by oral administration. Semen quality, gut microbiota, blood metabolism, liver, and spleen tissues were determined to investigate the beneficial effects of A10-FMT on spermatogenesis and underlying mechanisms.

**Results:**

We found that A10-FMT significantly decreased blood glucose and glycogen, and increased semen quality in streptozotocin-induced T1D subjects. A10-FMT improved T1D-disturbed gut microbiota, especially the increase in small intestinal *lactobacillus*, and blood and testicular metabolome to produce n-3 polyunsaturated fatty acid (PUFA) docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA) to ameliorate spermatogenesis and semen quality. Moreover, A10-FMT can improve spleen and liver functions to strengthen the systemic environment for sperm development. FMT from gut microbiota of control animals (Con-FMT) produced some beneficial effects; however, to a smaller extent.

**Conclusions:**

AOS-improved gut microbiota (specific microbes) may serve as a novel, promising therapeutic approach for the improvement of semen quality and male fertility in T1D patients via gut microbiota-testis axis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-022-00473-w.

## Introduction

Type 1 diabetes (T1D), one of the most common metabolic disorders in children and young adults, is a multifactorial, immune-mediated disease that is characterized by the progressive destruction of autologous insulin-producing beta cells in the pancreas, and an increase in blood glucose levels (hyperglycemia Barkabi-Zanjani et al. 2020; Mariño et al. 2017; Gülden et al. 2015). Diabetic hyperglycemia leads to further disorder, including cardiovascular disease, neuropathy, nephropathy, retinopathy, and male impotence. Moreover, hyperglycemia-induced reproductive dysfunction has been reported in most T1D studies with male patients (Maresch et al. 2018). This increase in diabetes in young persons is of great concern as it will increase fertility related disorders during their reproductive lifespan (La Vignera et al. 2015). Furthermore, the frequency of diabetes mellitus (DM) in males is higher than in females, and the incidence of infertility among diabetic males is more common, which likely contributes to the reduction of global birth rates and fertility (Maresch et al. 2018). Many investigations have found DM-induced male infertility at multiple levels, such as changes in spermatogenesis, testes, ejaculatory function and libido (La Vignera et al. 2015; Jangir and Jain 2014). Additionally, cross-sectional studies reported that at the time of infertility diagnosis, young men are already less healthy than their fertile peers which suggests that male reproductive and somatic health are tightly corelated (Glazer et al. 2017).

Although T1D has a strong genetic basis, epigenetic and environmental factors (hygiene, antibiotic use, and diet) are involved in its development (de Groot et al. 2021; Gülden et al. 2015). Furthermore, all of these potential environmental risk factors are related to the intestine and its microbiota. Specific alterations in the diversity of intestinal microflora have been reported to be one characteristic of diabetic patients by the epidemiological investigations (Li et al. 2020; Abdellatif et al. 2019; Neuman et al. 2019). Interaction of the gut microbes with the innate immune system plays vital roles in the development of T1D (de Groot et al. 2021). It has been reported that a reduction in bacterial and functional diversity, and community stability are found in preclinical T1D patients, on the other hand *Bacteroidetes* is dominated (Knip and Honkanen 2017; Knip and Siljander 2016; Kostic et al. 2015; Wen et al. 2008). The presence of small intestinal *Prevotella* is known to be inversely related to pancreatic beta cell function, however small intestinal *Desulfovibrio* are involved in preserved beta cell function (de Groot et al. 2021).

Very recently, it has been established that the gut microbiota plays crucial roles in spermatogenesis and male fertility (Zhang et al. 2021a, 2021b, 2022; Ding et al. 2020). Studies demonstrate a strong link between testicular function and the regulation of gut microbiota via host metabolomes, as beneficial microbiota have been shown to significantly improve busulfan impaired spermatogenesis and semen quality (Zhang et al. 2021a, b). Since noting the high incidence of infertility in T1D male patients, many investigators have tried to improve the semen quality and fertility in T1D induced animal models (Liu et al. 2019; Simas et al. 2017). It is reported that resveratrol attenuates reproductive alterations in T1D-induced rats with improvements in glycemic level, sperm quantitative and qualitative parameters, and the hormonal profile (Simas et al. 2017). Liu et al. found that metformin ameliorates testicular damage (90% of male DM patients have varying degrees of testicular dysfunction) in male mice with streptozotocin (STZ)-induced T1D through the PK2/PKR pathway (Liu et al. 2019). In our previous studies, we found that alginate oligosaccharide (AOS) could benefit gut microbiota to promote spermatogenesis in busulfan treated mice (Zhao et al. 2020). And AOS benefited gut microbiota transplanted into busulfan treated animals (fecal microbiota transplantation; FMT) to boost the spermatogenesis and increase semen quality (Zhang et al. 2021a, b). FMT, a key novel therapeutic approach, can restore an upset gut microbiota to a premorbid state; this has been shown in clinical and research studies (Allegretti et al. 2019). Furthermore, the application of FMT in fertility studies is an emerging novel approach (Yurtdaş and Akdevelioğlu 2019). However, it is unknown whether impaired spermatogenesis and semen quality in the T1D condition can be improved by FMT or specific microbes. Therefore, this study aimed to explore possible improvements in spermatogenesis and semen quality made by AOS benefited microbiota.

## Materials and methods

### Study design

All animal procedures used in this study were approved by the Animal Care and Use Committee of the Institute of Animal Sciences of Chinese Academy of Agricultural Sciences (IAS2020-106). Mice were maintained in specific pathogen-free (SPF) environment under a light: dark cycle of 12:12 h, at a temperature of 23 ℃ and humidity of 50–70%; they had free access to food (chow diet) and water (Zhang et al. 2021a, b; Zhao et al. 2020).

#### Experiment I: Mouse small intestine microbiota collection (Zhang et al. 2021a, b)

Three-week-old ICR male mice were dosed with ddH_2_O as the control or AOS 10 mg/kg BW via oral gavage (0.1 ml/mouse/day). AOS dosing solution was freshly prepared on a daily basis and delivered every morning for three weeks. There were two groups (30 mice/treatment): (1) Control (ddH_2_O); (2) A10 (AOS 10 mg/kg BW). After three weeks treatment, the animals were maintained on regular diet for three more days (no treatment). Then the mice were humanely euthanized to collect small intestinal luminal content (microbiota).

#### Experiment II: STZ treatment and microbiota transplants (FMT) (Zhang et al. 2021a,b; Bárcena et al. 2019; Brunse et al. 2019)

The small intestine luminal content (microbiota) from each group was pooled and homogenized, diluted 1:1 in 20% sterile glycerol (saline) and frozen. Before inoculation, fecal samples were diluted in sterile saline to a working concentration of 0.05 g/ml and filtered through a 70-μm cell strainer. Five-week-old ICR male mice were used in current investigation. There were four treatment groups (30 mice/treatment): (1) Control (Regular diet plus Saline); (2) STZ (One dose STZ at 135 mg/kg body weight after preliminary screening) (Simas et al. 2017); (3) Con-FMT [STZ plus gut microbiota from control mice (Experiment I)]; (4) A10-FMT [STZ plus gut microbiota from AOS 10 mg/kg mice (Experiment I)]. STZ was injected at the beginning of the experiment. Then the mice were received oral FMT inoculations (0.1 ml) once daily for two weeks (5 weeks of age to 7 weeks of age), and regularly maintained (on respective diet) for another 3 weeks (10 weeks of age). At the end of experiment, the mice were humanely euthanized to collect samples for different analyses (Fig. 1a; Study scheme).

**Fig. 1:**
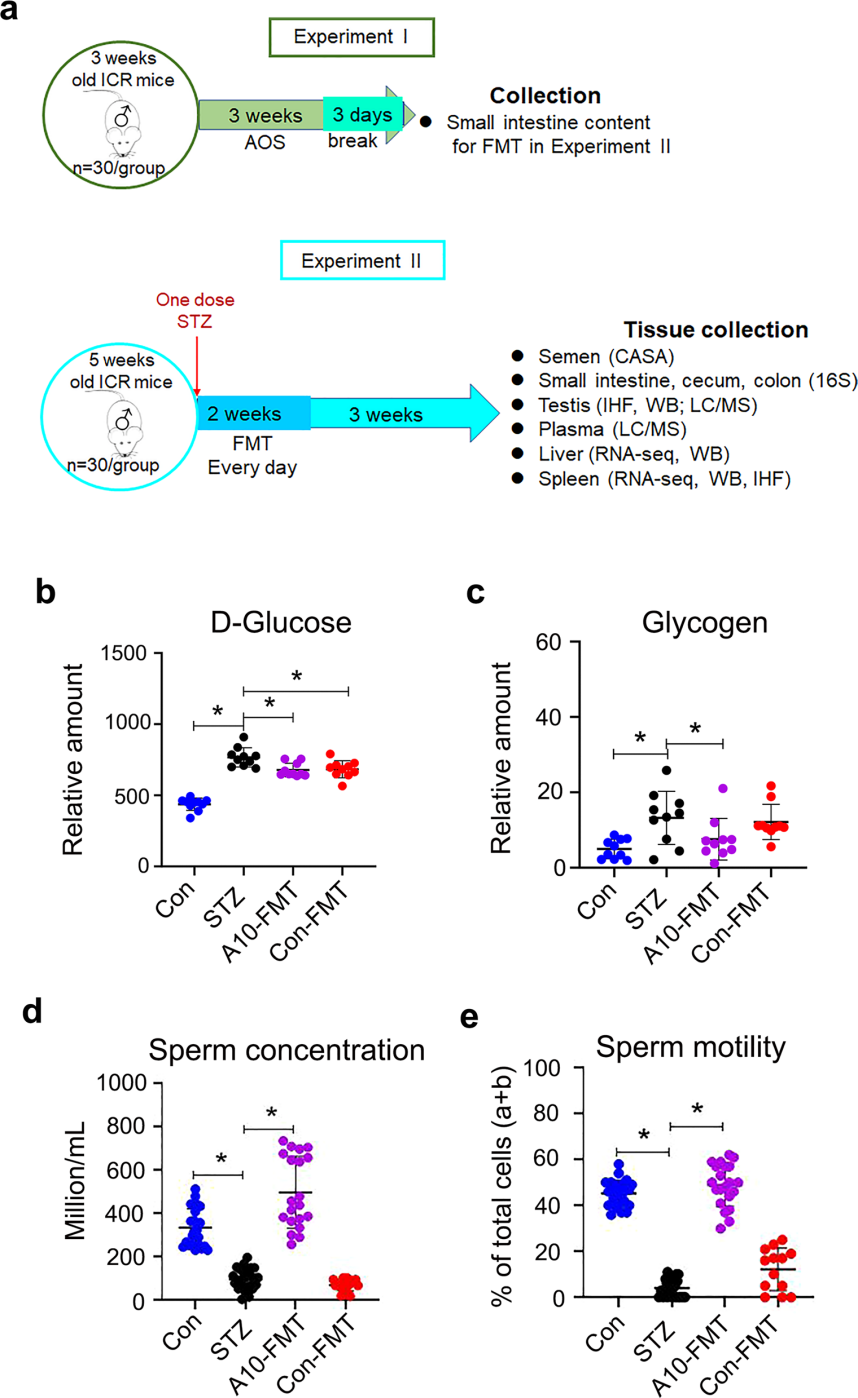
A10-FMT decreased blood glucose, and improved semen quality in type 1 diabetes. **a** Blood glucose levels. The y-axis represents the concentration. The x-axis represents the treatment (n = 30/group). *p < 0.05. **b** Blood glycogen levels. The y-axis represents the relative amount. The x-axis represents the treatment (n = 30/group). *p < 0.05. **c** Sperm concentration. The y-axis represents the concentration. The x-axis represents the treatment (n = 30/group). *p < 0.05. **d** Sperm motility. The y-axis represents the percentage of cells. The x-axis represents the treatment (n = 30/group). *p < 0.05

#### Evaluation of spermatozoa motility using a computer-assisted sperm analysis system

Spermatozoa motility was assessed using a computer-assisted sperm assay (CASA) method according to World Health Organization guidelines (Zhao et al. 2020). After euthanasia, spermatozoa were collected from the cauda epididymis of mice and suspended in DMEM/F12 medium with 10% FBS and incubated at 37.5 ℃ for 30 min; samples were then placed in a pre-warmed counting chamber. The micropic sperm class analyzer (CASA system) was used in this investigation. It was equipped with a 20-fold objective, a camera adaptor (Eclipse E200, Nikon, Japan), and a camera (acA780-75gc, Basler, Germany), and it was operated by an SCA sperm class analyzer (MICROPTIC S.L.). The classification of sperm motility was as follows: grade A linear velocity > 22 μm s^−1^; grade B < 22 μm s^−1^ and curvilinear velocity > 5 μm s^−1^; grade C curvilinear velocity < 5 μm s^−1^; and grade D = immotile spermatozoa. The spermatozoa motility data represented only grade A + grade B since only these two grades are considered to be functional.

#### Morphological observations of spermatozoa

*T*he extracted murine caudal epididymides were placed in RPMI medium, finely chopped, and then Eosin Y (1%) was added for staining as described previously (Zhao et al. 2020). Spermatozoon abnormalities were then viewed using an optical microscope and were classified into head or tail morphological abnormalities: two heads, two tails, blunt hooks, and short tails. The examinations were repeated three times, and 500 spermatozoa per animal were scored.

#### Assessment of acrosome integrity

After harvest, mouse spermatozoa were incubated at 37.5 ℃ for 30 min, after which a drop of sperm suspension was uniformly smeared on a clean glass slide. Smeared slides were air dried and incubated in methanol for 2 min for fixation. After fixation, the slides were washed with PBS three times. Assessment of an intact acrosome was accomplished by staining the sperm with 0.025% Coomassie brilliant blue G-250 in 40% methanol for 20 min at room temperature (RT). The slides were then washed three times with PBS and mounted with 50% glycerol in PBS. Acrosomal integrity was determined by an intense staining on the anterior region of the sperm head under bright-field microscopy (AH3-RFCA, Olympus, Tokyo, Japan) and scored accordingly (Zhao et al. 2020).

#### RNA Isolation and RNA-seq analyses (Zhao et al. 2020)

Briefly, total RNA was isolated using TRIzol Reagent (Invitrogen) and purified using a Pure-Link1 RNA Mini Kit (Cat: 12183018A; Life Technologies) following the manufacturers’ protocol. Total RNA samples were first treated with DNase I to degrade any possible DNA contamination. Then the mRNA was enriched using oligo(dT) magnetic beads. Mixed with the fragmentation buffer, the mRNA was broken into short fragments (about 200 bp), after which, the first strand of cDNA was synthesized using a random hexamer-primer. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand. The double strand cDNA was purified with magnetic beads. Subsequently, 3′-end single nucleotide A (adenine) addition was performed. Finally, sequencing adaptors were ligated to the fragments. The fragments were enriched by PCR amplification. During the QC step, an Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System were used to qualify and quantify the sample library. The library products were prepared for sequencing in an Illumina HiSeqTM 2500. The reads were mapped to reference genes using SOAPaligner (v. 2.20) with a maximum of two nucleotide mismatches allowed at the parameters of “-m 0- × 1000 -s 40 -l 35 -v 3 -r 2”. The read number of each gene was transformed into RPKM (reads per kilo bases per million reads), and then differentially expressed genes were identified using the DEGseq package and the MARS (MA-plot-based method with random sampling model) method. The threshold was set as FDR ≤ 0.001 and an absolute value of log_2_ ratio ≥ 1 to judge the significance of the difference in gene expression. Then on the data were analyzed by GO enrichment, KEGG enrichment.

#### Sequencing of microbiota from intestine digesta samples and data analysis (Zhao et al. 2020)

*DNA extraction* Total genomic DNA of small intestine, cecum and colon digesta was isolated using an E.Z.N.A.R Stool DNA Kit (Omega Bio-tek Inc., USA) following the manufacturer’s instructions. DNA quantity and quality were analyzed using NanoDrop 2000 (Thermo Scientific, USA) and 1% agarose gel. Ten samples/groups were determined.

*Library preparation and sequencing* The V3-V4 region of the 16S rRNA gene was amplified using the primers MPRK341F (50-ACTCCTACGGGAGGCAGCAG-30) and MPRK806R: (50-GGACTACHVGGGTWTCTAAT-30) with Barcode. The PCR reactions (total 30 μL) included 15 μL PhusionR High-Fidelity PCR Master Mix (New England Biolabs), 0.2 mM primers, and 10 ng DNA. The thermal cycle was carried out with an initial denaturation at 98 ℃, followed by 30 cycles of 98 ℃ for 10 s, 50 ℃ for 30 s, 72 ℃ for 30 s, and a final extension at 72 ℃ for 5 min. PCR products were purified using a GeneJET Gel Extraction Kit (Thermo Scientific, USA). The sequencing libraries were constructed with NEB NextR UltraTM DNA Library Prep Kit for Illumina (NEB, United States) following the manufacturer’s instructions and index codes were added. Then, the library was sequenced on the Illumina HiSeq 2500 platform and 300 bp paired-end reads were generated at the Novo gene. The paired-end reads were merged using FLASH (V1.2.71). The quality of the tags was controlled in QIIME (V1.7.02), meanwhile all chimeras were removed. The “Core Set” of the Greengenes database3 was used for classification, and sequences with > 97% similarity were assigned to the same operational taxonomic units (OTUs).

*Analysis of sequencing data* Operational taxonomic unit abundance information was normalized using a standard of sequence number corresponding to the sample with the least sequences. The alpha diversity index was calculated with QIIME (Version 1.7.0). The Unifrac distance was obtained using QIIME (Version 1.7.0), and PCoA (principal coordinate analysis) was performed using R software (Version 2.15.3). The linear discriminate analysis effect size (LEfSe) was performed to determine differences in abundance; the threshold LDA score was 4.0. GraphPad Prism7 software was used to produce the graphs.

#### Plasma and testis metabolite measurements by LC–MS/MS

Plasma samples were collected and immediately stored at − 80 °C. Before LC–MS/MS analysis, the samples were thawed on ice and processed to remove proteins. Testis samples were collected and the same amount of tissue from each mouse testis was used to isolate the metabolites using CH_3_OH:H_2_O (V:V) = 4:1. Then samples were detected by ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) as reported previously (Zhang et al. 2021a,b). Ten samples/groups were analyzed for plasma or testis samples. The HPLC conditions employed an ACQUITY UPLC BEH C18 column (100 mm × 2.1 mm, 1.7 μm), solvent A [aqueous solution with 0.1% (v/v) formic acid], and solvent B [acetonitrile with 0.1% (v/v) formic acid] with a gradient program. The flow rate was 0.4 ml/min and the injection volume was 5 μl. Progenesis QI v2.3 (Nonlinear Dynamics, Newcastle, UK) was implemented to normalize the peaks. Then the Human Metabolome Database (HMDB), Lipidmaps (v2.3), and METLIN software were used to qualify the data. Moreover, the data were processed with SIMCA software (version 14.0, Umetrics, Umeå, Sweden) following pathway enrichment analysis using the KEGG database (http://www.genome.jp/KEGG/pathway.html).

#### Determination of blood glucose, insulin, ALT, TG, TC, T-AOC, GSH, SOD and catalase

Blood insulin was determined by the kit form Beijing Solarbio Science & Technology Co., Ltd (Beijing, P. R. China; Cat. #: SEKM0141). Blood glucose, ALT, TG, TC, T-AOC, SOD, and catalase were determined by the kits from Nanjing Jiancheng Bioengineering Institute [Nanjing, P.R. China; glucose (Cat. #: F006-1-1); ALT (Cat. #: C009-2-1); TG (Cat. #: A110-1-1); TC (Cat. #: A111-1-1); T-AOC (Cat. #: A015-2-1); GSH (Cat. #: A006-2-1); SOD (Cat. #: A001-3-2); Catalase (Cat. #: A007-1-1)] (Chu et al. 2018). All the procedures were followed from the manufacturer’s instructions.

#### Measurement of iron content in spleen

The amount of ferric iron in the spleens was determined by Perl’s Prussian blue stain as described by Kohyama et al (2009). Spleen tissues were fixed with 4% paraformaldehyde, then embedded in paraffin. And 5 μm sections were cut and stained with Perl’s Prussian blue and pararosaniline (Sigma).

#### Histopathological analysis

Testicular tissues were fixed in 10% neutral buffered formalin, paraffin embedded, cut into 5 μm sections and subsequently stained with hematoxylin and eosin (H&E) for histopathological analysis.

#### Western blotting

Western blotting analysis of proteins was carried out as previously reported (Zhang et al. 2021a; Zhao et al. 2020). Briefly, testicular tissue samples were lysed in RIPA buffer containing the protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). Protein concentration was determined using a BCA kit (Beyotime Institute of Biotechnology, Shanghai, China). Goat anti-actin was used as a loading control. The information for primary antibodies (Abs) were listed in Additional file 1: Table S1. Secondary donkey anti-goat Ab (Cat no.: A0181) was purchased from Beyotime Institute of Biotechnology, and goat anti-rabbit (Cat no.: A24531) Abs were bought from Novex® by Life Technologies (USA). Fifty micrograms of total protein per sample were loaded onto 10% SDS polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2.5 h at 4 ℃. The membranes were then blocked with 5% bovine serum albumin (BSA) for 1 h at RT, followed by three washes with 0.1% Tween-20 in TBS (TBST). The membranes were incubated with primary Abs diluted with 1:500 in TBST with 1% BSA overnight at 4 ℃. After three washes with TBST, the blots were incubated with the HRP-labelled secondary goat anti-rabbit or donkey anti-goat Ab respectively for 1 h at RT. After three washes, the blots were imaged. The bands were quantified using Image-J software. The intensity of the specific protein band was normalized to actin first, then the data were normalized to the control. The experiment was repeated > 6 times.

#### Detection of protein levels and location in testis using immunofluorescence staining

The methodology for immunofluorescence staining of testicular samples is reported in our recent publications (Zhang et al. 2021a; Zhao et al. 2020). Sections of testicular tissue (5 μm) were prepared and subjected to antigen retrieval and immunostaining as previously described (Zhang et al. 2021a; Zhao et al. 2020). Briefly, sections were first blocked with normal goat serum in PBS, followed by incubation with primary Abs (Additional file 1: Table S1; 1:100 in PBS-0.5% Triton X-100; Bioss Co. Ltd. Beijing, PR China) at 4 °C overnight. After a brief wash, sections were incubated with an Alexa 546-labeled goat anti-rabbit secondary Ab (1:100 in PBS; Molecular Probes, Eugene, OR, USA) at RT for 30 min and then counterstained with 4′,6-diamidino-2-phenylindole (DAPI). The stained sections were examined using a Leica Laser Scanning Confocal Microscope (LEICA TCS SP5 II, Germany). Ten animal samples from each treatment group were analysed. Positively stained cells were counted. A minimum of 1000 cells were counted for each sample of each experiment. The data were then normalized to the control.

#### Statistical analysis

Data were analyzed using SPSS statistical software (IBM Co., NY) with one-way analysis of variance (ANOVA) followed by LSD multiple comparison tests or T-test. The data were shown as the mean ± SEM. Statistical significance was based on p < 0.05.

## Results

### A10-FMT decreased blood glucose, ameliorated STZ-induced T1D diminished semen quality, and impaired gut microbiota

Three days after STZ treatment (one dose, 135 mg/kg body weight), blood glucose was significantly higher in the STZ group [23.8 ± 2.1 mmol/l (mM)] than that in the control group (Con; 8.2 ± 1.3 mM) which indicated that the animals were diabetic (T1D; Fig. 1a; Study scheme). After five weeks treatment, the body weight and blood insulin were lower in STZ group than that in Con, while FMT from AOS improved gut microbiota (A10-FMT) produced a slight increase in body weight and blood insulin over STZ [no significant difference between STZ, A10-FMT, and FMT from gut microbiota of control animals (Con-FMT); Additional file 2: Fig. S1a and b]. After five weeks of treatment, blood glucose was significantly higher in STZ while it was significantly decreased by A10-FMT and Con-FMT (Fig. 1b). At the same time blood glycogen was higher in STZ animals while it was significantly reduced by A10-FMT but not Con-FMT (Fig. 1c). STZ significantly diminished semen quality through decreasing sperm motility and concentration (Fig. 1d and e). However, A10-FMT significantly increased sperm motility and concentration, while Con-FMT produced a slight change (Not significantly; Fig. 1d and e).

Gut dysbiosis has been reported in both T1D humans and animal models (Li et al. 2020; Abdellatif et al. 2019; Neuman et al. 2019). Moreover, dysbiosis may also impair spermatogenesis to decrease semen quality (Ding et al. 2020). In the current investigation, we found a similar phenomenon as the microbiota in the small intestine, cecum, and colon were changed in T1D animals with an increase in the harmful bacteria *Mycoplasma,* and *Escherichia* (Fig. 2a–d; Additional file 2: Fig. S1c–n, Fig. S2; de Groot et al. 2021; Knip and Siljander 2016). A10-FMT increased the beneficial microbiota *Lactobacillus* in the small intestine, while decreasing the harmful bacteria *Escherichia* in the cecum and colon (Fig. 2a–d; Additional file 2: Fig. S1c–n, Fig. S2). However, Con-FMT decreased *Bacteroides*, *Mycoplasma,* and *Escherichia,* but did not increase *Lactobacillus* (Fig. 2a–d; Additional file 2: Fig. S1c–n, Fig. S2).

**Fig. 2:**
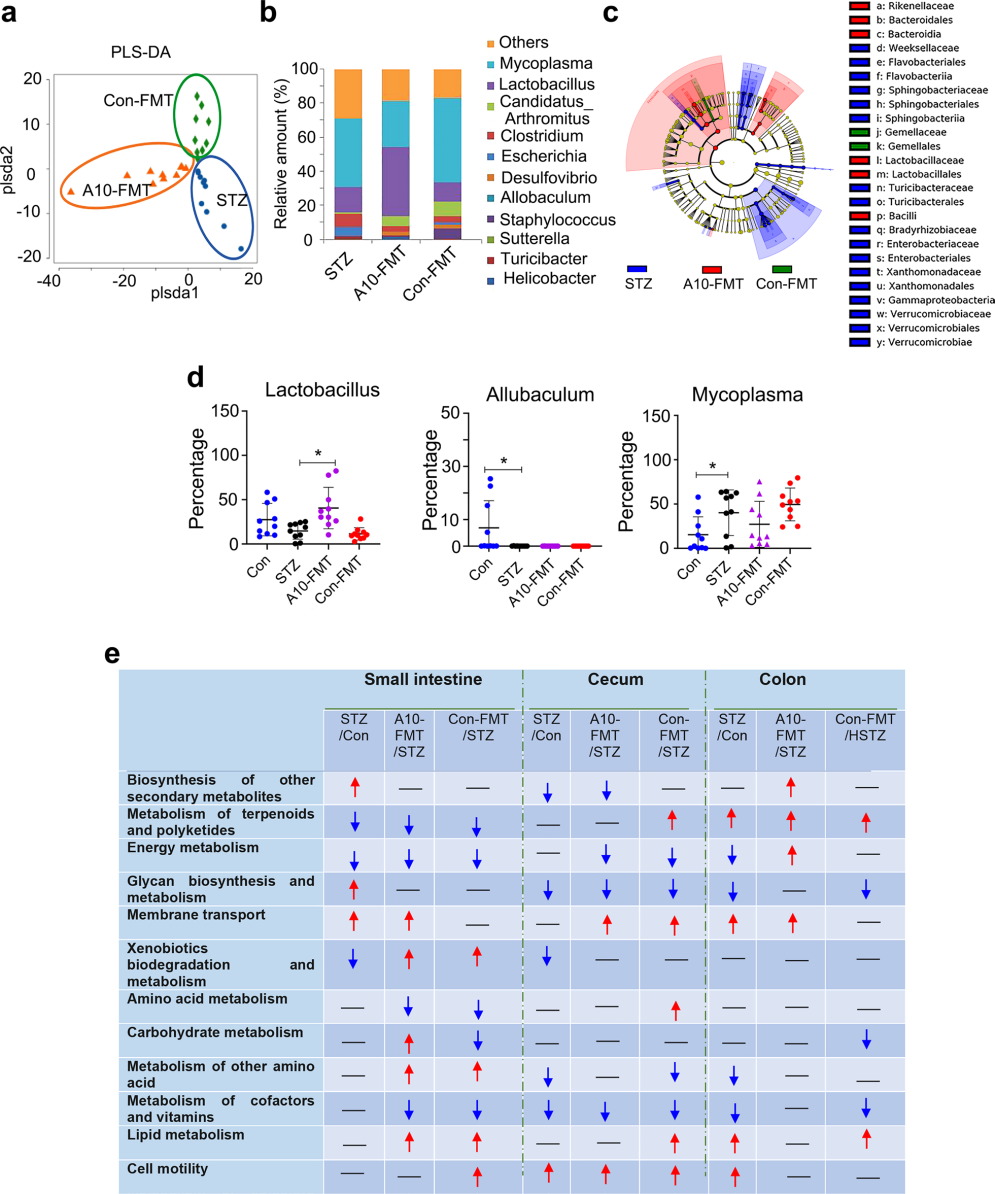
A10-FMT improved small intestinal and cecal microbiota in type 1 diabetes. **a** PLS-DA (OTU) of small intestine microbiota in HFD, A10-FMT, and Con-FMT groups. **b** Small intestine microbiota levels at the genus level in STZ, A10-FMT, and Con-FMT groups. The y-axis represents the relative amount (%). The x-axis represents the treatments. Different colors represent different microbiota. **c** Cladogram of the linear discriminate analysis effect size (LEfSe) determining the difference in abundance of small intestine microbiota. **d** Changed microbiota in the small intestine. The y-axis represents the relative amount at the genus level. The x-axis represents the treatment. *p < 0.05. **e** Summary of signaling pathways of changed microbiota genes by Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis. Red arrow indicates increased microbiota genes in each comparison. Blue arrow indicates decreased microbiota genes in each comparison. N = 10/group

The gut microbiota participates in host metabolism by interacting with host signaling pathways. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of changed microbiota genes found that 12 major signaling pathways were upset by STZ and recovered by A10-FMT and/or Con-FMT in the intestine (Fig. 2e). Interestingly, the “biosynthesis of other secondary metabolites” pathway was increased by A10-FMT specifically in the colon, and the “energy metabolism” pathway was decreased by STZ while increased by A10-FMT in the colon; meanwhile, the “carbohydrate metabolism” pathway was increased by A10-FMT while decreased by Con-FMT in the small intestine (Fig. 2e). Moreover, the “Energy metabolism” pathway in the cecum, “amino acid metabolism” pathway in the small intestine, and “metabolism of cofactor and vitamins” pathway in the small intestine were decreased by both A10-FMT and Con-FMT, while they were not changed by STZ; “membrane transport” pathway in the cecum, and “metabolism of other amino acids” and “lipid metabolism” in the small intestine were increased by both A10-FMT and Con-FMT while they remained unchanged by STZ; “xenobiotics biodegradation and metabolism” was decreased by STZ while increased by both A10-FMT and Con-FMT (Fig. 2e).

### A10-FMT-recovered gut microbiota improved the blood metabolome

T1D is a metabolic related disease, and gut microbiota influence the blood metabolome; therefore, we next explored blood metabolite changes using LC/MS (Additional file 3: Data Set 1). KEGG enrichment analysis of changed microbiota genes indicated that the “carbohydrate metabolism” pathway was increased by A10-FMT in the small intestine, and it was interesting to note that blood carbohydrate was increased by STZ while decreased by A10-FMT or Con-FMT (Fig. 3a). Two other large clusters of compounds were decreased by STZ while increased by A10-FMT including flavonoids (Fig. 3b–d; Additional file 2: Fig. S3a), and glycerophosphocholines/glycerophospho- ethanolamines (Fig. 3e–h; Additional file 2: Fig. S3b–i).

**Fig. 3:**
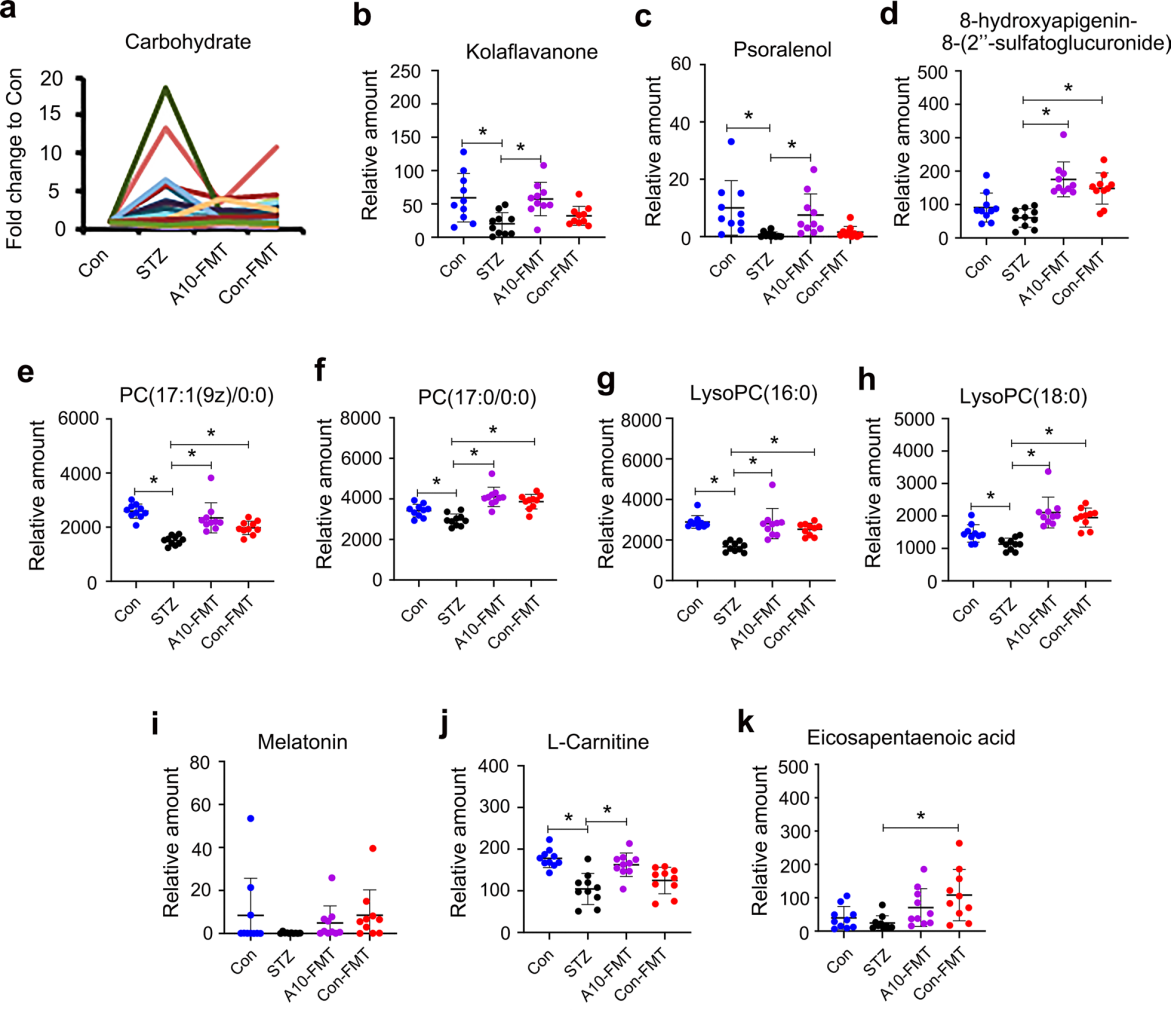
A10-FMT improved blood metabolism. **a** Blood carbohydrate levels in different treatments. The y-axis represents the fold change compared to control group (Con). The x-axis represents the treatment. **b** Blood flavonoid Kola flavanone levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **c** Blood flavonoid Psoralenol levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **d** Blood flavonoid 8-hydroxyaplgenin 8-(2″-sulfatoglucuronide) levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **e** Blood PC (17:1(9z)/0:0) levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **f** Blood PC (17:0/0:0) levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **g** Blood LysoPC (16:0) levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **h** Blood LysoPC (18:0) levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **i** Blood melatonin levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **j** Blood l-Carnitine levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **k** Blood eicosapentaenoic acid (EPA) levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. n = 10/group

In addition, melatonin, that has antioxidant effects along with many other functions, was decreased by STZ while increased by A10-FMT and Con-FMT (Fig. 3i) although at non-significant levels. l-carnitine, an important compound involved in male sperm formation and function, was decreased by STZ while significantly increased by A10-FMT but not by Co-FMT (Fig. 3j) which suggested that A10-FMT and Con-FMT differentially influence blood metabolites especially for antioxidant compound production. The data were consistent with gut microbiota data that A10-FMT increased *Lactobacillus* which have been shown to produce metabolites that improve liver or cardiac impairment (Lew et al. 2020; Wang et al. 2019; Malik et al. 2018) (Fig. 2e). Most interestingly, blood n-3 polyunsaturated acid (PUFA) eicosapentaenoic acid (EPA) was decreased by STZ while increased by A10-FMT and Con-FMT (Fig. 3k).

### A10-FMT-improved blood metabolite ameliorated testicular metabolome (PUFA and retinoic acid) and the testicular microenvironment

The blood metabolites were upset in T1D (by STZ) while recovered under treatment with A10-FMT and/or Con-FMT. The blood metabolome and testicular metabolome are connected together, therefore, we set out to determine the testicular metabolome using LC/MS. It was notable that the testicular n-3 PUFAs DHA and EPA were significantly increased by A10-FMT but not by Con-FMT (Fig. 4a and b; Additional file 2: Fig. S4a and b; Additional file 3: Data Set 2). The retinoic acid pathway plays a crucial role in spermatogenesis (Griswold 2016; Bowles et al. 2006); and PUFA and retinoic acid signaling interact together to regulate spermatogenesis (Wolf 2006; Lengqvist et al. 2004). STZ decreased retinol or retinoic acid related compounds while A10-FMT increased them (Fig. 4c and e; Additional file 2: Fig. S4c–f) which suggested that spermatogenesis was initiated by A10-FMT since retinoic acid turns meiosis on. Moreover, the protein levels of the spermatogonia cell marker genes PLZF and DAZL were elevated by A10-FMT (Fig. 4d; Additional file 2: Fig. S4g) which confirmed initiation of the spermatogenesis process. Moreover, testosterone levels were increased by A10-FMT (Fig. 4e and f; Additional file 2: Fig. S4h–k); steroids other than testosterone were increased by A10-FMT while they were decreased by STZ (Fig. 4g and h; Additional file 2: Fig. S4l–p) which together further confirmed initiation of spermatogenesis. Similarly, in the blood, testicular glycerophosphocholines were increased by A10-FMT while they were decreased by STZ (Fig. 4i; Additional file 2: Fig. S4q–s). Melatonin metabolite 6-hydroxymelatonin, an active form of melatonin (Maharaj et al. 2005), was increased by A10-FMT ( Additional file 2: Fig. S4t).

**Fig. 4:**
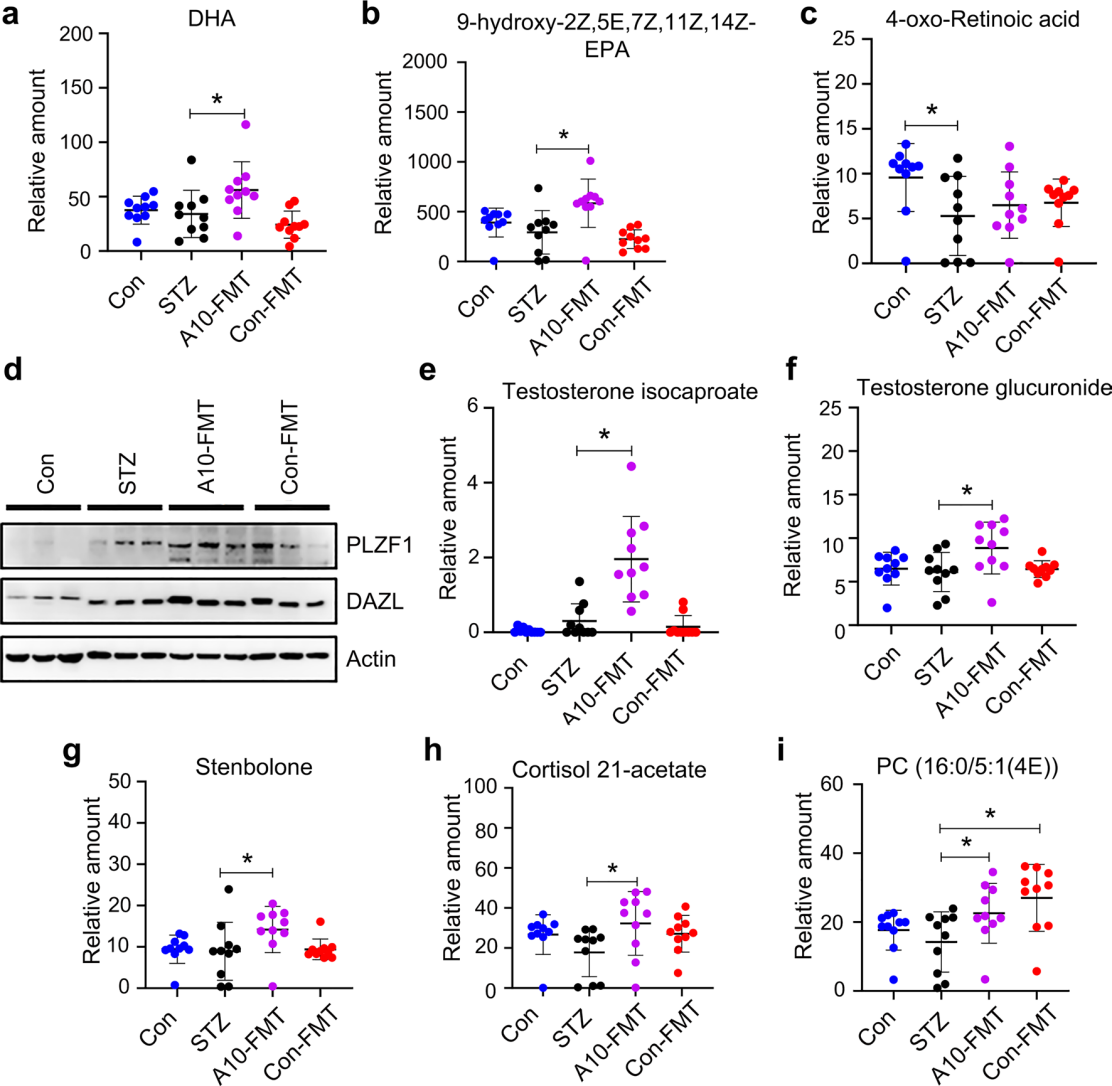
A10-FMT improved testicular metabolism. **a** Testicular docosahexaenoic acid (DHA) levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. **b** Testicular 9-hydroxy-2Z,5E,7Z,11Z,14Z-Eicosapentaenoic acid levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **c** Testicular 4-oxo-Retinoic acid levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **d** Testicular protein levels of *PLZF* and *DAZL* in different treatments determined by Western blotting. **e** Testicular testosterone isocaproate levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **f** Testicular testosterone glucuronide levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **g** Testicular stenbolone levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **h** Testicular cortisol 21-acetate levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **i** Testicular PC (16:0/5:1(4E)) levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. n = 10/group

### A10-FMT-improved testicular microenvironment benefited spermatogenesis to improve semen quality

A10-FMT improved the testicular metabolome, especially through increased DHA and EPA which suggested that spermatogenesis should be ameliorated. Spermatogenesis was indeed boosted by A10-FMT (Fig. 5). The protein level (number of positive cells) of germ cell marker *VASA* (*DDX4*) was decreased in T1D animals while increased by A10-FMT (Fig. 5a and b). The protein level (number of positive cells) of the meiosis marker gene *SYCP3* was increased by A10-FMT while reduced by STZ (Fig. 5a and c). The protein level (number of positive cells) of transition protein 1 (*TP1*) was significantly increased by A10-FMT (Fig. 5a and d). The protein level (number of positive cells) of the sperm protein *PGK2* was decreased by STZ while significantly increased by A10-FMT (Fig. 5a and e). Moreover, the protein levels of some of the important genes for spermatogenesis *ODF1*, *PGK2*, *TP1, CREM*, *B-MYB*, and *PIWIL1* were determined by Western blotting. It was noteworthy that all these proteins were elevated by A10-FMT (Fig. 5f and g; Additional file 2: Fig. S5a) which confirmed the IHF data. At the same time the Sertoli cell marker gene *SOX9* was detected by IHF; it was shown that the number of *SOX9* positive cells remained unchanged by STZ or A10-FMT compared to Con (Fig. 5h).

**Fig. 5:**
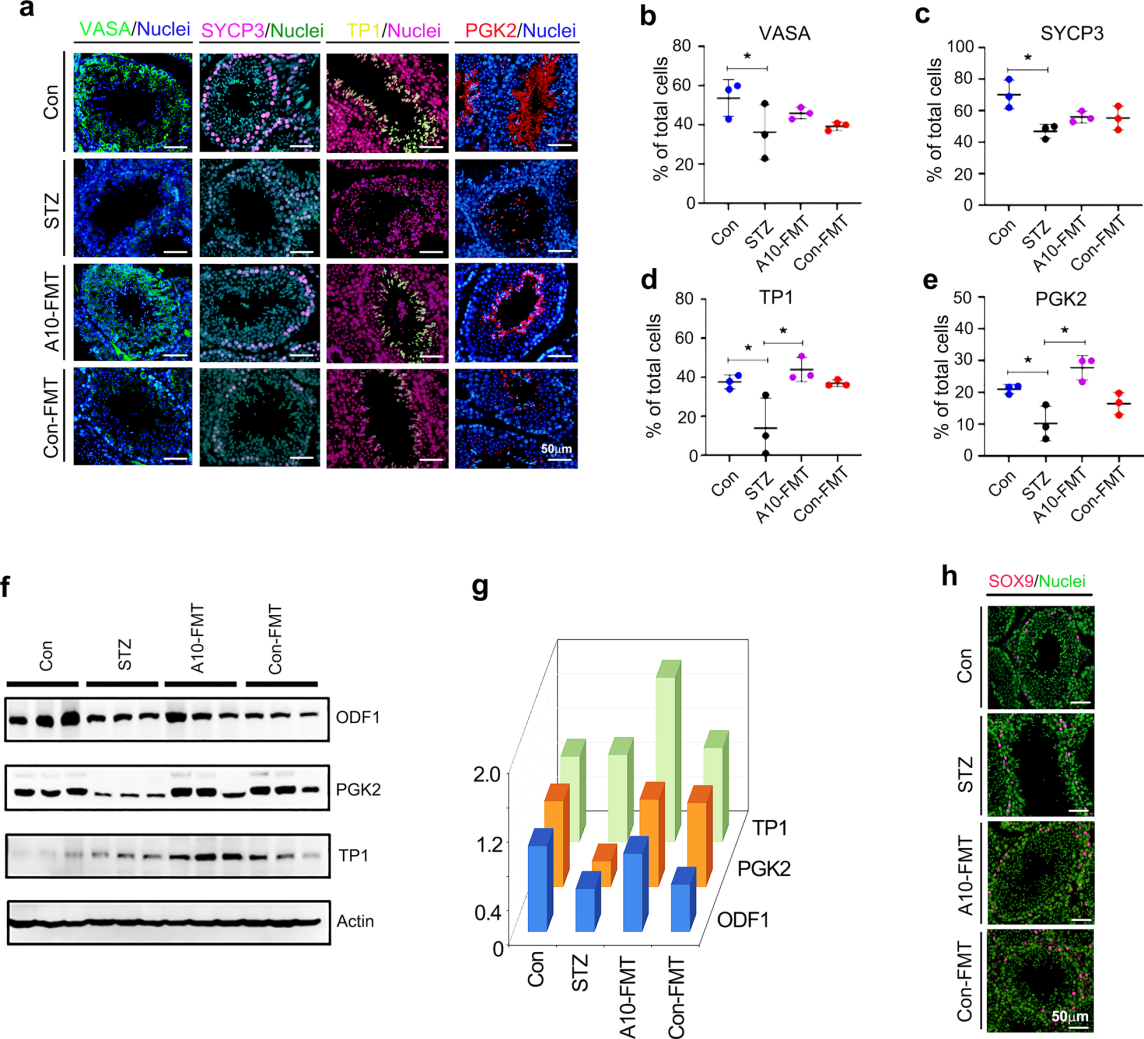
A10-FMT improved spermatogenesis process. **a** IHF staining of testicular germ cell marker *VASA*, meiosis marker *SYCP3*, sperm protein *PGK2*, and transition protein 1 (*TP1*) in each treatment. Scale bar: 50 μm. n ≥ 3/group. **b** Quantitative data for *VASA* IHF staining. The y-axis represents the percentage of total cell. The x-axis represents the treatment. *p < 0.05. **c** Quantitative data for *SYCP3* IHF staining. The y-axis represents the percentage of total cell. The x-axis represents the treatment. *p < 0.05. **d** Quantitative data for *TP1* IHF staining. The y-axis represents the percentage of total cell. The x-axis represents the treatment. *p < 0.05. **e** Quantitative data for *PGK2* IHF staining. The y-axis represents the percentage of total cells. The x-axis represents the treatment. *p < 0.05. **f** Western blotting analysis of the proteins of important genes for spermatogenesis in each treatment. n ≥ 3/group. **g** Quantitative data for Western blotting analysis. **h** IHF staining of Sertoli cell marker *SOX9*

### Furthermore, A10-FMT-improved gut microbiota benefited spleen immune function and liver function to strengthen the systemic environment for spermatogenesis

In the current investigation, STZ disrupted spleen function. Spleen RNA-seq data showed that STZ upset spleen gene expression while this was recovered by A10-FMT and/or Con-FMT Additional file 2: Fig. S5b–e). Gene enrichment analysis also showed that functions upset by STZ were reversed by A10-FMT or Con-FMT (Fig. 6a; Additional file 2: Fig. S5b and c). “Adapted immune response”, “Complement cascade”, and “Platelet activation”, “Complement and coagulation cascade”, and “hemostasis” functional pathways were enriched for the genes decreased by STZ while they were increased by A10-FMT, which indicated that the immune and vasculature systems may be affected by STZ and recovered by A10-FMT. The “hemostasis” functional pathway indicated that STZ affected blood supply to the spleen, and it was confirmed by the expression of hemoglobin scavenger receptor (CD163) protein. CD163 is known to play major roles in the clearance and endocytosis of hemoglobin/haptoglobin complexes (Kohyama et al. 2009). STZ decreased CD163 protein levels in the spleen while these were recovered by A10-FMT (Fig. 6b).

**Fig. 6:**
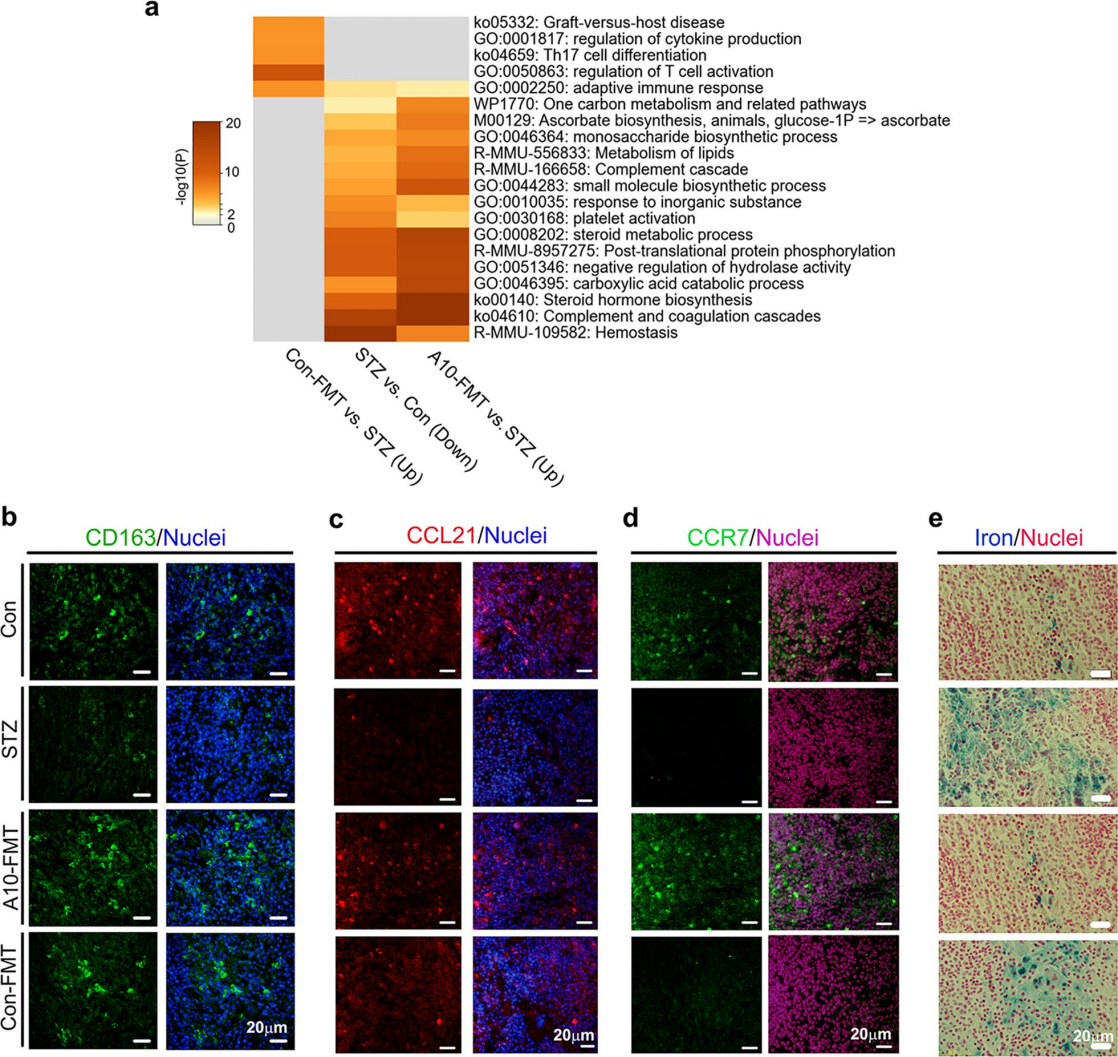
A10-FMT improved spleen function. **a** Functional enrichment analysis of STZ decreased genes while they were increased by A10-FMT or Con-FMT. **b** IHF staining of *CD163* in spleen tissue. **c** IHF staining of *CCL21* in spleen tissue. **d** IHF staining of *CCR7* in spleen tissue. **e** Perl’s Prussian blue stain for ferric iron in spleen tissue. n ≥ 3/group

A10-FMT improved spleen immune functions. T-cell protein CCL21 and its receptor CCR7 play crucial roles in maintaining the active migratory state of T cells (den Haan et al. 2012). STZ decreased CCL21 protein levels (or positive cells) in the spleen while this was reversed by A10-FMT but not Con-FMT (Fig. 6c). At the same time, the protein levels (or positive cells) of CCR7 were reduced by STZ while they were recovered by A10-FMT but not Con-FMT (Fig. 6d). Moreover STZ increased the levels of iron in the spleen while this was reversed by A10-FMT but not Con-FMT (Fig. 6e). Furthermore, the proliferation and apoptosis status of the spleen was recovered by A10-FMT (Additional file 2: Fig. S5c, d). The protein levels (or the number of positive cells) of cell proliferation marker Ki67 were reduced by STZ while they were increased by A10-FMT (Additional file 2: Fig. S5d). Furthermore, the protein levels of apoptosis markers p53 and Bax were diminished by STZ while they were recovered by A10-FMT (Additional file 2: Fig. S5e).

The liver plays a vital role in glucose metabolism and detoxification and many other functions maintain homeostasis. STZ upset liver function while this was recovered by A10-FMT (Additional file 2: Fig. S6). The liver damage marker alanine aminotransferase (ALT) was increased in the blood while this was decreased by A10-FMT (Additional file 2: Fig. S6a). 

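Livers of 3 mice from each of 4 groups were read by RNA sequencing: Con (regular diet and saline), STZ (1 injection of streptozotocin at 135 mg/kg), A10-FMT (STZ followed by microbiota from donors given AOS at 10 mg/kg) and Con-FMT (STZ followed by microbiota from control mice), all sampled at 10 weeks. The sample labels hold 2 further groups of 3 mice, AOS and STZ+AOS, which the paper does not report and which were kept out of the comparisons of the 4 groups. The authors mapped the reads to the reference genes and gave each of 19057 gene symbols in each of the 18 libraries as RPKM (reads scaled to transcript length and to the mapped reads of the library). They called genes with DEGseq and its MARS method, at an FDR of 0.001 or less and an absolute log2 ratio of 1 or more.

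RPKM are already divided by the reads of each library, but their sum still differed between groups. It was 749557 to 806937 (median 760847) in Con, 631126 to 684659 (654601) in STZ, 675600 to 712798 (678727) in A10-FMT and 673423 to 709679 (693222) in Con-FMT. Reads per library are not part of such values. Steps between the lowest values of 33 genes gave the depth of each library relative to the others, which ran from 0.938 to 1.109 across the 18 libraries. Each library of the 4 groups had 9955 to 10397 genes at 1 RPKM or more.

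Values were analysed as log2(RPKM + 1) for the 10602 genes with at least 1 RPKM in at least 3 of the 12 libraries. The 4 groups entered 1 linear model in limma (moderated, with a mean-variance trend, two-sided), and p-values were adjusted by the Benjamini-Hochberg method over all genes of a contrast. The added 1 shrinks fold changes of genes near or under 1 RPKM, so that changes given for them are understated. Members of families with near-identical transcripts, such as the Mup, Cyp2c and Cyp4a genes, may share reads, and their values cannot be separated further. Gene positions are those of the mouse assembly GRCm38 (GENCODE M21), matched by symbol, because the assembly behind the mapping is not named in the text of the paper.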

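STZ against Con gave 4087 of 10602 genes with an adjusted p under 0.05, 3502 higher and 585 lower. At an unadjusted p under 0.05 there were 5196 genes, where 530 are reached by chance. The 3 STZ mice did not overlap the 3 Con mice in 5062 genes (47.7%), against 10% by chance. With the paper's FDR and fold limits set on the limma adjusted p, here and below, 191 genes passed, 165 higher and 26 lower. The paper set these limits on DEGseq with MARS, which was not run here. The balance of directions depended on scaling. The median log2 change of all genes was 0.21 in the values as deposited and -0.0097 after each library was divided by its median ratio to the geometric mean of all libraries, which by design brings the typical change close to 0 and gave 2871 genes, 1480 higher and 1391 lower (51.6% higher, against 85.7% in the values as deposited). Of the alternatives tried, counting genes by a 2-fold change without a test moved the number most, to 693 genes.

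The 3 rising genes with the smallest adjusted p among those changed at least 2-fold without overlap were Cyp4a10, Slc7a2 and Mfsd2a, and the 3 falling genes were Serpina12, Nat8f7 and Ces4a. Cyp4a10 (chromosome 4, 115518264 to 115533649) had 2.27 ± 0.852 RPKM (mean ± SD) in Con and 1046 ± 306 RPKM in STZ, a log2 change of 8.31 (SE 0.53, adjusted p 1.9e-05). Slc7a2 (chromosome 8, 40862396 to 40922308) rose from 13.5 ± 1.57 to 106 ± 15.1 RPKM, a log2 change of 2.88 (SE 0.18, adjusted p 1.9e-05). Serpina12 (chromosome 12, 104028769 to 104044443) went from 13.3 ± 1.31 RPKM to 0.193 ± 0.206 RPKM, a log2 change of -3.59 (SE 0.23, adjusted p 1.9e-05). The log2 changes of Mfsd2a, Nat8f7 and Ces4a were 4.11, -3.66 and -1.80. None of the 6 genes changed between STZ and either transplanted group at an adjusted p under 0.05. Their log2 changes ran from -1.62 (Cyp4a10, adjusted p 0.136) to 0.62 (Serpina12, adjusted p 0.173) in A10-FMT against STZ, and from -1.35 (Cyp4a10, adjusted p 0.188) to 0.33 (Nat8f7, adjusted p 0.468) in Con-FMT against STZ.

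A10-FMT against STZ gave 24 genes, 7 higher and 17 lower, all without overlap between the 3 mice of each group. Over all genes, called or not, 2282 (21.5%) did not overlap, against 10% by chance. For Con-FMT against STZ it was 1876 (17.7%). Con-FMT against STZ gave 1 gene, Id1, which was lower. Neither contrast had a gene past the paper's limits, while 2212 and 2131 genes had an unadjusted p under 0.05. These counts changed with every mouse that was left out. Without STZ mouse 3 they were 1343 (400 higher, 943 lower) and 1636 (595 higher, 1041 lower), with 36 and 60 genes past the paper's limits. Without STZ mouse 1 they were 113 and 0, and without STZ mouse 2 they were 0 and 0 (1215 and 1296 at an unadjusted p under 0.05). A10-FMT against STZ gave 2, 0 and 0 genes without A10-FMT mouse 1, 2 or 3, and Con-FMT against STZ gave 17, 0 and 0 without Con-FMT mouse 1, 2 or 3. Median-ratio scaling of all mice gave 77 and 73 genes. Against Con, 1953 genes differed in A10-FMT (1691 higher, 262 lower) and 2059 in Con-FMT (1859 higher, 200 lower), numbers that fell to 1155 (665 higher, 490 lower) and 866 (519 higher, 347 lower) after median-ratio scaling. A10-FMT against Con-FMT gave 0 genes in both scalings. In the values as deposited 303 genes had an unadjusted p under 0.05, where 530 are reached by chance. That fit shares 1 estimate of spread over the 4 groups, the more variable STZ mice included. With only the compared groups there were 485, so that the 303 do not show groups more alike than chance gives.

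Genes past an adjusted p of 0.05 in opposite directions with STZ and with A10-FMT numbered 21: 6 lowered by STZ and raised by A10-FMT, and 15 raised by STZ and lowered by A10-FMT. With Con-FMT the count was 1. The 5 with the largest changes in both contrasts of A10-FMT were Lepr, Csad, Eif4ebp3, Raet1e and Cib3. Lepr (chromosome 4, 101717404 to 101815352) had 0.15 ± 0.0173 RPKM in Con, 36.7 ± 13.1 RPKM in STZ, 3.29 ± 1.04 RPKM in A10-FMT and 5.19 ± 4.08 RPKM in Con-FMT. Its log2 change was 4.96 with STZ (SE 0.46, adjusted p 0.00019), -3.09 with A10-FMT (SE 0.46, adjusted p 0.0286) and -2.81 with Con-FMT (SE 0.46, adjusted p 0.0576). Csad (chromosome 15, 102176999 to 102204724) had 139 ± 9.61 RPKM in Con, 14.6 ± 0.170 RPKM in STZ, 55.9 ± 6.37 RPKM in A10-FMT and 28.2 ± 15.5 RPKM in Con-FMT, with log2 changes of -3.17 with STZ, 1.86 with A10-FMT (adjusted p 0.0475) and 0.74 with Con-FMT (adjusted p 0.228). Id1 (chromosome 2, 152736251 to 152737410) was the gene called in both transplanted groups: 3.91 ± 0.145 RPKM in Con, 14.2 ± 2.99 RPKM in STZ, 4.48 ± 0.711 RPKM in A10-FMT and 4.18 ± 1.25 RPKM in Con-FMT. Its log2 change was 1.61 with STZ, -1.46 with A10-FMT (adjusted p 0.0269) and -1.56 with Con-FMT (adjusted p 0.0256). Eif4ebp3 had log2 changes of 2.39 with STZ and -1.79 with A10-FMT, Raet1e -1.75 and 1.79, and Cib3 -2.27 and 1.47. Among called genes changed at least 2-fold without overlap, the 3 falling with the smallest p in A10-FMT against STZ included Zbtb16 (log2 change -1.39). The 3 rising ones included Meiob (1.01) and Psmb9 (1.07). All of these rose or fell in the opposite direction with STZ.

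**Figure D1:**
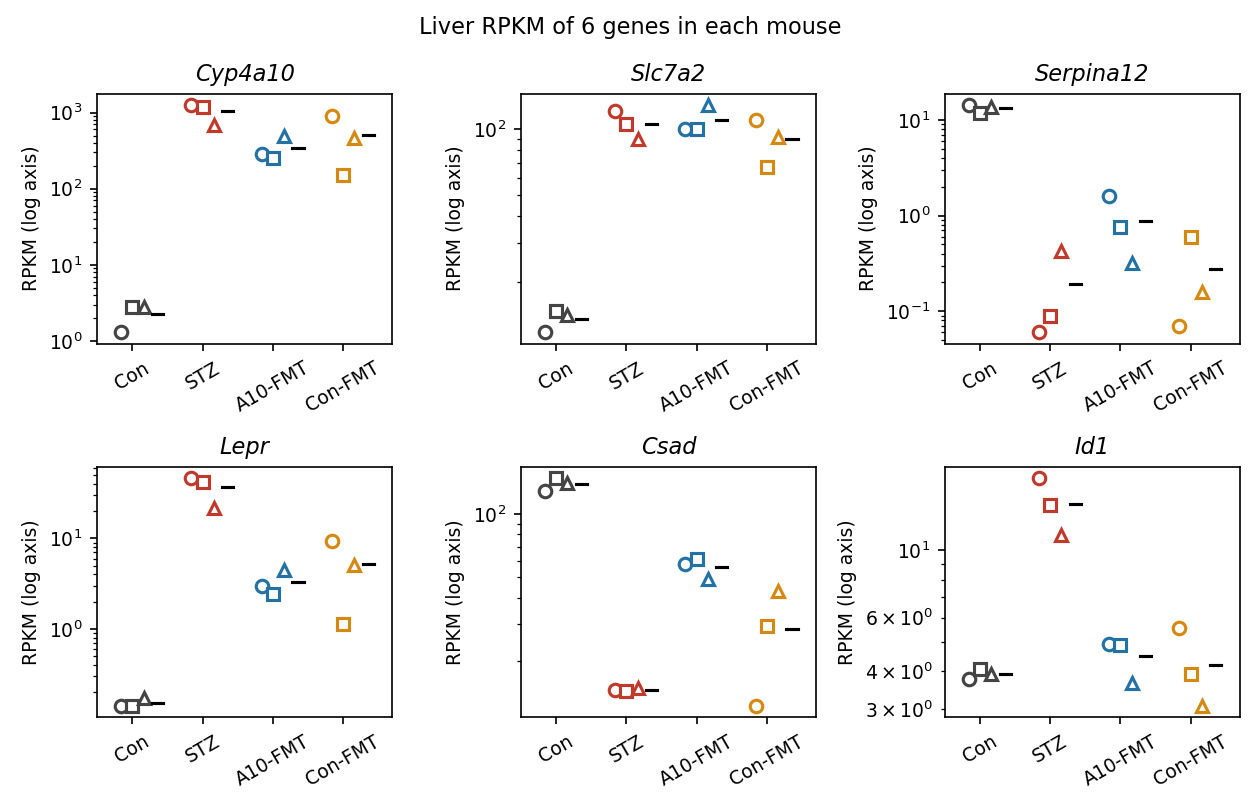
RPKM (log axis) of Cyp4a10, Slc7a2, Serpina12, Lepr, Csad and Id1 in Con, STZ, A10-FMT and Con-FMT; circles, squares and triangles are mice 1, 2 and 3, and bars are the means of 3 mice. Id1 lies at 3.91 RPKM in Con, 14.2 RPKM in STZ and 4.48 RPKM in A10-FMT, whereas Slc7a2 lies at 13.5 RPKM in Con and 106 RPKM in STZ without a change between STZ and A10-FMT past the test.

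Smaller movements were counted without a threshold on the transplanted groups. Of the 4087 genes changed by STZ, 3553 (86.9%) had a log2 change of the opposite sign in A10-FMT against STZ, and 3553 also in Con-FMT against STZ, although the shared STZ mice make opposite signs more frequent by themselves. Still different from Con at an adjusted p under 0.05 were 1575 of the 4087 genes (38.5%) in A10-FMT and 1644 (40.2%) in Con-FMT. A lost call does not show a return to Con. Over all tested genes, A10-FMT mice did not overlap Con mice in 48.9% and Con-FMT mice in 45.9%, against 47.7% for STZ mice. With only the compared groups, 3355 genes were called against Con in A10-FMT, 2128 in Con-FMT and 2651 in STZ. After median-ratio scaling, of the 2871 genes changed by STZ, 87.1% had the opposite sign in A10-FMT and 90.9% in Con-FMT, and 31.1% and 24.4% were still different from Con, so that the order of the 2 groups depended on scaling. Across genes, which are not independent replicates, Pearson's r between the changes with STZ and with A10-FMT was -0.711, and -0.759 for Con-FMT. With different STZ mice in each contrast the mean r over the 6 ways was -0.432 (range -0.673 to 0.0792) for A10-FMT and -0.470 (range -0.667 to 0.0125) for Con-FMT.

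The Euclidean distance of each mouse from the mean of Con on the log2 scale (Con mice: from the mean of the other Con mice) was 23.6 ± 8.15 in Con, 77.3 ± 20.6 in STZ, 54.8 ± 4.48 in A10-FMT and 53.9 ± 13.3 in Con-FMT (mean ± SD, 3 mice each). The differences from STZ were within the spread of the STZ mice: the exact permutation p (two-sided) was 0.3 for A10-FMT and 0.2 for Con-FMT, where 0.1 is the smallest that 3 against 3 mice can give. The STZ mice lay at 89.9, 88.6 and 53.5, so that STZ mouse 3 was within the range of the transplanted mice. The first principal component of the 12 libraries held 58.5% of the variance, with STZ mice at 48.6, 46.2 and 0.627 and Con mice at -44.1, -35.4 and -38.3. From the sequencing, the paper reasons about liver function by a principal component analysis of these libraries and by the functions enriched among genes that STZ moved in one direction and A10-FMT or Con-FMT in the other (Additional file 2: Fig. S6b–d). Its other evidence is blood ALT, lipids and antioxidants and Western blots of liver (Additional file 2: Fig. S6a, e–k), which were not analysed here.

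**Figure D2:**
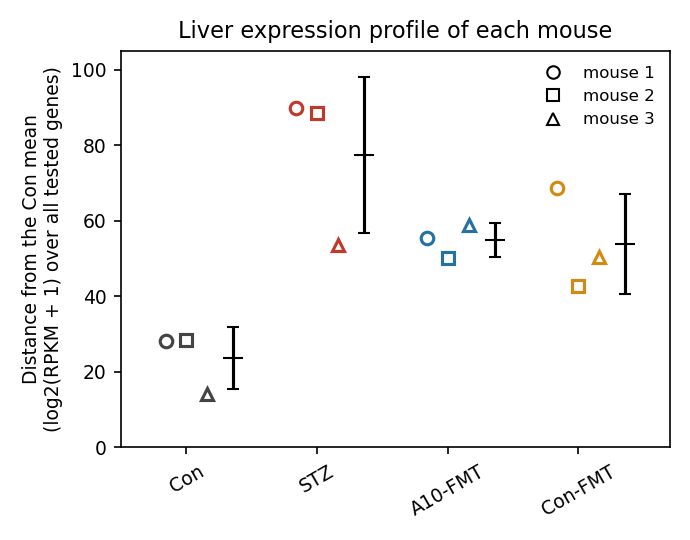
Distance from the mean of Con (Euclidean, log2 scale of 10602 genes) for each mouse of Con, STZ, A10-FMT and Con-FMT; points are mice and bars are the mean ± SD of 3 mice. STZ mice 1 and 2 lie at 89.9 and 88.6, and STZ mouse 3 at 53.5, among the A10-FMT and Con-FMT mice.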

RNA-seq analysis also showed that STZ disrupted liver functions while this was reversed by A10-FMT and/or Con-FMT (Additional file 2: Fig. S6b–d). 

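Lipid metabolism was examined in 11 gene sets with 244 genes, written by hand from general knowledge before the data were examined; KEGG's own lists were not used here. Of these genes, 224 were tested. STZ raised 88 and lowered 31 of them at an adjusted p under 0.05, or 53.1%, against 38.2% of the other genes (Fisher's exact test, two-sided, p 8.1e-06). A change of 2-fold or more, without a test, was found in 30.4% of lipid genes against 6.02% of the others (Fisher's exact p 2.7e-28). After median-ratio scaling, 71 lipid genes were called higher and 45 lower, or 51.8%, against 26.5% of the others (Fisher's exact p 2.9e-15). Fisher's exact test takes genes as independent, which genes of the same lipid set were not, so that its p-values here and below are too small. The changes went both ways. The mean log2 change of the lipid genes was 0.37, against 0.22 for all genes (camera, competitive gene set test with an inter-gene correlation of 0.01, p 0.934). Camera compares moderated t-statistics of the set with those of other genes, so that its p, here and below, need not follow the printed mean changes. Arachidonic and linoleic acid metabolism, for example, lay 1.17 above all genes with STZ at an unadjusted camera p of 0.293. Camera p was 0.0113 with median centring, 0.0188 with quantile normalization and 0.0514 with median-ratio scaling. Centring and median-ratio scaling shift all genes of a library alike and hardly changed the distance between lipid genes and all genes (means of 0.12 and -0.0071 after median-ratio scaling), so that these p-values do not stand for another shift of the lipid genes. A rotation test, which does not compare with other genes, gave 0.00528. In A10-FMT and in Con-FMT against STZ, 0 lipid genes reached an adjusted p under 0.05. A change of 2-fold or more, without a test, was found in 13.8% of lipid genes against 1.59% of the others in A10-FMT (Fisher's exact p 8.2e-19) and in 11.6% against 1.51% in Con-FMT (Fisher's exact p 9.2e-15). The mean log2 change of all lipid genes was 0.04 (camera p 0.0697) and -0.06 (camera p 0.687).

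Of the 11 sets, fatty acid degradation and fatty acid synthesis moved in opposite directions with STZ. In 30 genes of fatty acid degradation the mean log2 change with STZ was 1.01, which is 0.79 above all genes; 26 of the 30 were higher at an adjusted p under 0.05 and 0 were lower (camera p adjusted over 72 tests of 24 sets, 2.9e-05). It was -0.28 in A10-FMT against STZ (adjusted camera p 0.0375) and -0.30 in Con-FMT against STZ (adjusted camera p 0.0365). Per mouse, the mean of the set relative to Con was 1.01 ± 0.185 in STZ, 0.73 ± 0.0515 in A10-FMT and 0.71 ± 0.306 in Con-FMT (mean ± SD, 3 mice). The 23 genes of fatty acid synthesis, elongation and desaturation fell by 0.66 on the log2 scale with STZ (2 genes higher, 9 lower; adjusted camera p 8.8e-05). They rose by 0.35 in A10-FMT against STZ (adjusted camera p 0.00108), and by 0.13 in Con-FMT against STZ, which did not pass (adjusted camera p 0.451). Per mouse, this set lay at -0.66 ± 0.229 in STZ, -0.31 ± 0.121 in A10-FMT and -0.53 ± 0.123 in Con-FMT. For cholesterol biosynthesis (21 genes) the mean log2 change with STZ was -0.02, or -0.24 relative to all genes (adjusted camera p 0.0171, and 0.168 after median-ratio scaling). It was 0.48 in A10-FMT against STZ (adjusted camera p 8.8e-05) and -0.10 in Con-FMT against STZ (adjusted camera p 0.988). Steroid hormone metabolism (23 genes) had 8 genes higher and 8 lower with STZ. Its mean log2 change relative to all genes was -0.15 with STZ (adjusted camera p 0.0170, and 0.499 after median-ratio scaling). It was 0.12 in A10-FMT against STZ (adjusted camera p 0.00526) and -0.18 in Con-FMT against STZ (adjusted camera p 0.464). In A10-FMT against STZ, adjusted camera p was 0.0353 after median-ratio scaling and 0.0491 with median centring. With quantile normalization it was 0.0831 and did not pass. The remaining lipid sets passed in none of these contrasts in the values as deposited. Under other scalings some did, although the distance of PPAR signaling targets from all genes hardly changed (0.50 as deposited; means of 0.48 and -0.0071 for all genes with median-ratio scaling). PPAR signaling targets had an adjusted camera p of 0.0107 with median-ratio scaling, 0.00766 with quantile normalization and 0.00728 with median centring in STZ against Con (0.365 as deposited), and of 0.0459, 0.0256 and 0.0356 in A10-FMT against STZ (0.207 as deposited). In STZ against Con, lipoprotein metabolism passed with quantile normalization (0.0315) and arachidonic and linoleic acid metabolism with median centring (0.0477).

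These set tests rested on the assumed inter-gene correlation of 0.01. The genes of a set moved together between mice of a group, with correlations estimated from the data of 0.589 for fatty acid degradation, 0.219 for fatty acid synthesis and 0.786 for cholesterol biosynthesis. With these estimates the unadjusted camera p for STZ against Con was 0.227, 0.0696 and 0.463, and for A10-FMT against STZ 0.521, 0.113 and 0.260, and none of the 9 tests of the 3 sets passed the adjustment. For steroid hormone metabolism the estimated correlation was 0.0702, with unadjusted camera p of 0.0784 with STZ and 0.0459 in A10-FMT against STZ, which did not pass the adjustment either. An exact permutation test (two-sided) on the per-mouse means gave 0.1, the smallest possible with 3 against 3 mice, for both fatty acid sets in STZ against Con and in A10-FMT against STZ. For Con-FMT against STZ it gave 0.3 for degradation and 0.6 for synthesis. For cholesterol biosynthesis the exact p was 0.9 in STZ against Con, 0.4 in A10-FMT against STZ and 0.9 in Con-FMT against STZ, within a spread of 0.757 (SD) between the STZ mice. For steroid hormone metabolism it was 0.7, 0.7 and 0.1. Tested directly against each other, A10-FMT and Con-FMT gave camera p 2.2e-15 for cholesterol biosynthesis, 3.4e-07 for fatty acid synthesis, 9.8e-06 for steroid hormone metabolism and 0.959 for fatty acid degradation, and with the estimated correlations 0.0658, 0.0476, 0.0155 and 0.989; the exact permutation p was 0.1 for cholesterol biosynthesis, for fatty acid synthesis and for steroid hormone metabolism and 0.9 for fatty acid degradation.

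**Figure D3:**
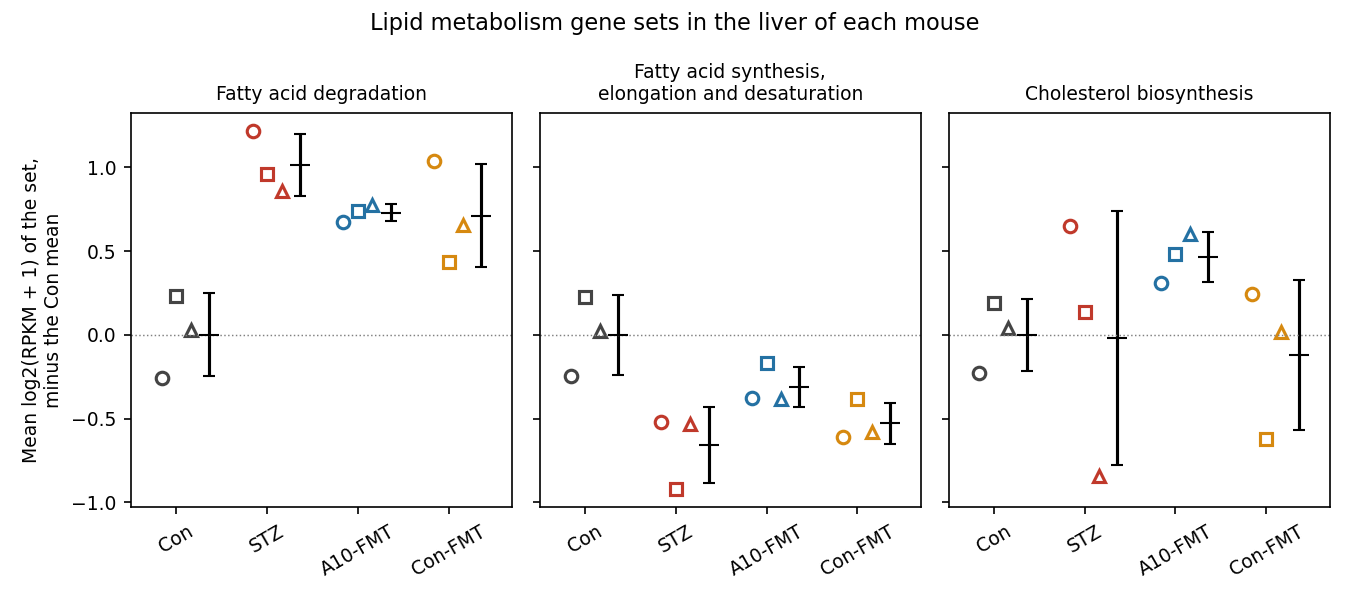
Mean log2 change relative to Con of the genes of fatty acid degradation, fatty acid synthesis and cholesterol biosynthesis in Con, STZ, A10-FMT and Con-FMT; points are mice 1, 2 and 3, and bars are the mean ± SD of 3 mice. Fatty acid degradation lies above Con (1.01 in STZ) and fatty acid synthesis below it (-0.66 in STZ), and the transplanted groups lie between STZ and Con in both.

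Single lipid and glucose genes with the smallest adjusted p in STZ against Con were, besides Cyp4a10, the fatty acid hydroxylase gene Cyp4a14 and Cyp2b10, Ugp2, Cyp2c39 and Cyp2c38. Cyp4a14 (chromosome 4, 115486200 to 115496142) went from 0.440 ± 0.208 RPKM in Con to 802 ± 358 RPKM in STZ, a log2 change of 9.02 (SE 0.67, limma adjusted p 3.9e-05), and lay at 129 ± 23.3 RPKM in A10-FMT (log2 change from STZ -2.53, limma adjusted p 0.0885) and 263 ± 214 RPKM in Con-FMT (-2.03, limma adjusted p 0.138). Log2 changes with STZ were 3.84 for Cyp2b10, 1.94 for Ugp2, 4.55 for Cyp2c39 and 3.86 for Cyp2c38. None of the 4 moved back at an adjusted p under 0.05, with log2 changes between -1.15 and -0.46 in A10-FMT and between -1.27 and -0.50 in Con-FMT.

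Among the genes reversed past the test in both contrasts, 0 of 21 (A10-FMT; 0.444 expected, Fisher's exact p 1) and 0 of 1 (Con-FMT; 0.0211 expected, Fisher's exact p 1) were lipid genes, numbers too small to show fewer lipid genes than chance gives. With a 2-fold change in opposite directions and no test, a threshold chosen after the values were seen, 26 of 151 genes were lipid genes for A10-FMT (3.19 expected, Fisher's exact p 7.4e-17) and 25 of 158 for Con-FMT (3.34 expected, Fisher's exact p 2.4e-15). The STZ mice are shared by both contrasts, so that genes that vary among them show opposite changes more often by themselves. The expected numbers do not allow for this. Without STZ mouse 3, 40 lipid genes were reversed past the test by A10-FMT (Fisher's exact p 0.00236) and 40 by Con-FMT (Fisher's exact p 0.0255).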

KEGG enrichment analysis indicated that liver lipid metabolism was upset by STZ while it was reversed by A10-FMT and/or Con-FMT (Additional file 2: Fig. S6c and d). Furthermore, blood triglyceride (TG) and total cholesterol (TC) levels were increased by STZ while these were reversed by A10-FMT and/or Con-FMT (Additional file 2: Fig. S6e and f).

Antioxidants also play important roles in maintaining systemic functions. Blood total antioxidant capability (T-AOC) level was reduced by STZ while it was recovered by A10-FMT (Additional file 2: Fig. S6g). At the same time the levels of anti-oxidant enzymes SOD and catalase were decreased by STZ while increased by A10-FMT (Additional file 2: Fig. S6h and i). The antioxidant compound GSH was also increased by A10-FMT (Additional file 2: Fig. S6j). At the same time liver apoptosis status was upset by STZ while it was recovered by A10-FMT (Additional file 2: Fig. S6k).

## Discussion

Gut dysbiosis is involved in T1D, and male T1D patients pose high possibility to have fertility issues, therefore, gut dysbiosis and male infertility may be correlated. As most male T1D patients may have reproductive issues, it is worth exploring protocols for improving spermatogenesis and male fertility (Liu et al. 2019). Many studies have used different procedures to increase fertility, such as resveratrol and metformin, which are capable of improving semen quality to some extent (Liu et al. 2019; Simas et al. 2017). Very recently, we found that FMT from AOS-improved gut microbiota rescues high fat diet disrupted spermatogenesis. In the current investigation, we found that FMT from AOS-improved gut microbiota (A10-FMT), but not FMT from gut microbiota of control animals (Con-FMT), significantly increased sperm concentration and motility in STZ-induced T1D animals. Moreover, A10-FMT significantly decreased blood glucose and glycogen which suggested that A10-FMT may be supportive management for T1D patients.

Of great interest in the current study was our finding that the small intestine *Lactobacillus* population*,* which has been shown to have multiple functions in human health (Geng et al. 2021; Lew et al. 2020; Wang et al. 2019; Malik et al. 2018; Maragkoudakis et al. 2010), was increased by A10-FMT but not by Con-FMT. *Lactobacillus plantarum* 299v is reported to decrease systemic inflammation (Malik et al. 2018). *Lactobacillus helveticus* R0052 is known to improve carbohydrate and fatty acid metabolism and reduce lithocholic acid levels (Wang et al. 2019). Lew et al. report that some selected *Lactobacillus* strains improve lipid profiles via activation of energy and lipid metabolism (Lew et al. 2020). *Lactobacillus rhamnosus* GG ATCC53103 and *Lactobacillus plantarum* JL01, can improve growth performance and immunity of piglets via increasing levels of tauroursodeoxycholic acid (TCDA) and docosahexaenoic acid (DHA) (Geng et al. 2021). *Lactobacillus plantarum* PCA 236 has been shown to beneficially modulate fecal microbiota and milk fatty acid composition (Maragkoudakis et al. 2010). These studies indicate that *Lactobacillus* have the capacity to modify the production of polyunsaturated fatty acids such as DHA in animal blood or other organs. *Prevotella* has been found to be inversely related to pancreatic beta cell function, and *Desulfovibrio* to be positively correlated with beta cell function (Knip and Siljander 2016). In the current study, we found *Desulfovibrio* was decreased in the cecum of STZ-induced T1D animals while A10-FMT and Con-FMT restored its levels; *Prevotella* was increased in the colon of STZ-induced T1D animals while A10-FMT and Con-FMT decreased its levels. As these results show beneficial outcomes, this suggests that FMT could improve gut microbiota.

It is known that n-3 PUFA especially EPA and DHA are important for many aspects of our health, including spermatogenesis (Bunay et al. 2021; Hale et al. 2019; Roqueta-Rivera et al. 2010). Moreover, it has also been shown that DHA supplementation can fully restore fertility and spermatogenesis in male mice (Roqueta-Rivera et al. 2010). Meanwhile, Gallardo et al. report that a high fat diet decreases testicular DHA levels, which may be related to the production of dysfunctional spermatozoa (Bunay et al. 2021). The identification of beneficial n-3 PUFAs in this study was enlightening; we suggest that DHA and EPA were increased by A10-FMT in the blood and testes which was correlated with the increase in *Lactobacillus* in the small intestine following A10-FMT treatment. The current and previous studies have demonstrated that *Lactobacillus spp.* have the potential to improve DHA levels, which is important for aspects of health, including improvements in spermatogenesis. Furthermore, testosterone is a strategic player in spermatogenesis, and approximately 94.4% of diabetes cases are associated with hypotestosteronemia. Moreover, the incidence of sexual and reproductive dysfunction in diabetic patients is 5- to 10-fold higher than that in nondiabetic individuals (Liu et al. 2019). In current study, A10-FMT increased the testicular testosterone levels, which may account for the improvement of spermatogenesis and semen quality.

T1D is an immune related disease, and perturbations in the gut microbiota can impair the functions of immune cells and vice-versa (Abdellatif and Sarvetnick 2019). Such dysbiosis is often detected in T1D subjects, especially those with an adverse immunoresponse (Abdellatif and Sarvetnick 2019). Recently, it has been established that the gut microbiota is involved in spleen development and function (Carsetti et al. 2020; Rosado et al. 2018); and a gut-spleen interaction (axis) has been identified. The spleen plays vital roles in systemic immune function (Carsetti et al. 2020; Rosado et al. 2018). Moreover, the spleen plays important roles in iron homeostasis through the resorption of effete erythrocytes and the subsequent return of iron to the circulation. Free iron has the potential to become cytotoxic when electron exchange with oxygen is unrestricted and catalyzes the production of reactive oxygen species. Therefore, the balance of iron in the spleen and circulation is very important for health (Soares and Hamza 2016; Gammella et al. 2014; Kohyama et al. 2009). In the current study, we found that STZ-induced T1D disrupted spleen function while A10-FMT rescued it through the improvement of immune cell function and iron levels. Free iron levels in the spleen or liver may potentially become cytotoxic as they can catalyze the production of reactive oxygen species (ROS; Soares and Hamza 2016). A10-FMT beneficially decreased spleen iron levels, reduced apoptosis protein levels, and increased cell proliferation marker ki67 levels, all of which indicate improvements in spleen function (Kohyama et al. 2009). Macrophages, indispensable immune cells, also play important roles in the regulation of spleen iron levels (Soares and Hamza 2016; Gammella et al. 2014), which further suggests that A10-FMT improves spleen immune function. All the data suggested that A10-FMT benefited spleen functions to assist with systemic immune functions since T1D is an important immune related disease (Mariño et al. 2017). This improvement in spleen function may support systemic health and spermatogenesis.

The main characteristic of T1D is hyperglycemia which can induce oxidative stress, increase endoplasmic reticulum stress, and impair mitochondrial function (Maresch et al. 2018). We found that STZ-induced T1D decreased T-AOC level and the levels of some antioxidant enzymes, such as SOD, while A10-FMT restored them. We also detected that STZ-induced T1D caused liver damage through increasing ALT levels, while A10-FMT recovered it. At the same time A10-FMT improved liver function by modulating the apoptotic status in liver cells. All the data suggested that A10-FMT had a strong capacity to improve levels of systemic antioxidants to benefit spermatogenesis since T1D induced hyperglycemia causes systemic oxidative stress (Maresch et al. 2018).

## Conclusion

In our animal model, STZ-induced T1D disrupted spermatogenesis to diminish semen quality through decreasing sperm concentration and sperm motility. Most importantly, STZ-induced T1D caused gut dysbiosis. A10-FMT and Con-FMT decreased blood glucose levels and improved gut microbiota through the reduction of “harmful” microbes and increase in “beneficial” microbes. Most importantly, A10-FMT enhanced specific beneficial microbiota such *Lactobacillus* to increase the production of n-3 PUFA, such as DHA and EPA, to ameliorate spermatogenesis and semen quality while Con-FMT did not. Moreover, A10-FMT specifically improved spleen and liver function to promote sperm development and increase semen quality. Thus, AOS improved gut microbiota may support the improvement of semen quality and male fertility in T1D patients in the future.

## Supplementary Information

**Additional** **file** **1:** **Table** **S1.** Primary antibody information.

**Additional** **file** **2:** **Fig.** **S1.** Body weight and gut microbiota changes (STZ vs. Con). **a** Animal bodyweight. The y-axis represents the body weight (g). The x-axis represents the age (weeks). **b** Blood insulin levels. The y-axis represents the concentration (mIU/L). The x-axis represents the treatment. **c** The alpha index of the small intestine microbiota (Chao index). The y-axis represents the relative amount. The x-axis represents the treatment. **d** The beta index of small intestinal microbiota. The y-axis represents the relative amount. The x-axis represents the treatment. **e** PLS-DA (OTU) of small intestine microbiota in STZ and Con groups. **f** Small intestine microbiota levels at the genus level in STZ and Con groups. The y-axis represents the relative amount (%). The x-axis represents the individual microbiota. **g** The alpha index of the cecum microbiota (Chao index). The y-axis represents the relative amount. The x-axis represents the treatment. **h** The beta index of cecum microbiota. The y-axis represents the relative amount. The x-axis represents the treatment. **i** PLS-DA (OTU) of cecum microbiota in STZ and Con groups. **j** Cecum microbiota levels at the genus level in STZ and Con groups. The y-axis represents the relative amount (%). The x-axis represents the individual microbiota. **k** The alpha index of the colon microbiota (Chao index). The y-axis represents the relative amount. The x-axis represents the treatment. **l** The beta index of colon microbiota. The y-axis represents the relative amount. The x-axis represents the treatment. **m** PLS-DA (OTU) of colon microbiota in STZ and Con groups. **n** Colon microbiota levels at the genus level in STZ and Con groups. The y-axis represents the relative amount (%). The x-axis represents the individual microbiota. **Fig.** **S2.** **a** PLS-DA (OTU) of cecum microbiota in STZ, A10-FMT, and Con-FMT groups. **b** Cecum microbiota levels at the genus level in STZ, A10-FMT, and Con-FMT groups. The y-axis represents the relative amount (%). The x-axis represents the treatments. Different colors represent different microbiota. **c** Cladogram of the LEfSe determining the cecum microbiota difference in abundance. **d** Changed microbiota in the cecum. The y-axis represents the relative amount at the genus level. The x-axis represents the treatment. *p < 0.05. **e** PLS-DA (OTU) of colon microbiota in STZ, A10-FMT, and Con-FMT groups. **f** Colon microbiota levels at the genus level in STZ, A10-FMT, and Con-FMT groups. The y-axis represents the relative amount (%). The x-axis represents the treatments. Different colors represent different microbiota. **g** Cladogram of the LEfSe determining the difference in abundance of colon microbiota. **h** Changed microbiota in the colon. The y-axis represents the relative amount at the genus level. The x-axis represents the treatment. *p < 0.05. **Fig.** **S3.** Blood metabolism changes. **a** Blood flavonoid Malvidin 3-O-(6-O-(4-O-feruloyl-alpha-rhamnopyranosyl)-beta-glucopyranoside)-5-beta-glucopy -ranoside levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **b** Blood glycerophosphocholine levels in different treatments. The y-axis represents the fold change compared to control group (Con). The x-axis represents the treatment. **c** Blood LysoPC (15:0) levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **d** Blood LysoPC [18:1(9z)] levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **e** Blood LysoPC [22:6(4Z,7Z,10Z,13Z,16Z,19Z)] levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **f** Blood PE [22:2(13Z,16Z)/0:0] levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **g** Blood PE (22:0/0:0) levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **h** Blood PE [22:1(11Z)/0:0] levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **i** Blood LysoPE [0:0/24:6(6Z,9Z,12Z,15Z,18Z,21Z)] levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **Fig.** **S4.** Testicular metabolite changes. **a** Testicular 4,8,12,15,18-eicosapentaenoic acid levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **b** Testicular EPA in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **c** Testicular retinoids levels in different treatments. The y-axis represents the fold change compared to the control group (Con). The x-axis represents the treatment. **d** Testicular retinol levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **e** Testicular 9-cis-retinal levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **f** Testicular retinyl ester levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **g** Quantitative data for Western blotting analysis in Fig. 4d. **h** Testicular testosterone levels in different treatments. The y-axis represents the fold change compared to control group (Con). The x-axis represents the treatment. **i** Testicular testosterone propionate levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **j** Testicular testosterone acetate levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **k** Testicular 7alpha-hydroxytestosterone levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **l** Testicular steroids levels in different treatments. The y-axis represents the fold change compared to control group (Con). The x-axis represents the treatment. **m** Testicular 3b,17b-Dihydroxyetiocholane levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **n** Testicular 5-Androstene-3b,16b,17a-triol levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **o** Testicular 3beta,17alpha,21-Trihydroxy-pregnenone levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **p** Testicular asterogenol levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **q** Testicular PCs levels in different treatments. The y-axis represents the fold change compared to the control group (Con). The x-axis represents the treatment. **r** Testicular) PC(4:0/18:1(9Z) level. The y-axis represents the relative amount (%). The x-axis represents the treatments. **s** Testicular PC (8:0/8:0) levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **t** Testicular 6-hydroxymelatonin levels in different treatments. The y-axis represents the relative amount. The x-axis represents the treatment. *p < 0.05. **Fig.** **S5.** Additional data for testis and spleen. **a** Western blotting analysis of the proteins of some important genes for spermatogenesis in each treatment. n≥3/group. **b** PCA for RNA-seq analysis of spleen. **c** The functional enrichment analysis of STZ increased genes while these were decreased by A10-FMT or Con-FMT. **d** IHF staining of *ki67* in the spleen. **e** Western blotting analysis of *p53*, *Bax* and *Bcl-xl* in the spleen. **Fig.** **S6.** A10-FMT improved liver function and systemic anti-oxidative capability. **a** Blood alanine aminotransferase (ALT) levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **b** PCA for RNA-seq analysis of liver. **c** The functional enrichment analysis of STZ decreased genes while these were increased by A10-FMT or Con-FMT in the liver. **d** The functional enrichment analysis of STZ increased genes while these were decreased by A10-FMT or Con-FMT in the liver. **e** Blood total triglyceride (TG) levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **f** Blood total cholesterol (TC) levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **g** Blood total antioxidant capability (T-AOC) levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **h** Blood total SOD levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **i** Blood catalase levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **j** Blood glutathione (GSH) levels. The y-axis represents the relative amount (%). The x-axis represents the treatments. **k** Western blotting analysis of *Bax* and *Bcl-xl* in the liver.

**Additional** **file** **3:** **Data** **Set** **1.** Blood metabolites raw data.

**Additional** **file** **4:** **Data** **Set** **2.** Testicular metabolites raw data.

## Data Availability

Liver and spleen RNA-seq raw data were deposited in NCBI’s Gene Expression Omnibus under accession number GSE184021 and GSE184023, respectively. The microbiota raw sequencing data generated in this study has been uploaded to the NCBI SRA database with the accession number PRJNA759114 (small intestine), PRJNA759089 (cecum), and PRJNA759063 (colon).

## Abbreviations

AOS: Alginate oligosaccharide
CASA: Computer-assisted sperm assay
DHA: Docosahexaenoic acid
DM: Diabetes mellitus
FMT: Fecal microbiota transplantation
EPA: Eicosapentaenoic acid
KEGG: Kyoto Encyclopedia of Genes and Genomes
PUFA: Polyunsaturated fatty acid
STZ: Streptozotocin
T1D: T-AOC: total antioxidant capability; type 1 diabetes
TC: Total cholesterol
TCDA: Tauroursodeoxycholic acid
TG: Triglyceride

# Supplementary material for: Gut microbiota-testis axis: FMT improves systemic and testicular micro-environment to increase semen quality in type 1 diabetes
**Source:** Mol Med. 2022 Apr 25;28:45. doi: 10.1186/s10020-022-00473-w
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primary antibody information.

Primary antibody information

| **Gene symbol** | **Name** | **Cat. #** | **Predicted size** | **Source (Animal)** | **Company** |
| --- | --- | --- | --- | --- | --- |
| DDX4 (VASA) | DEAD (Asp Glu Ala Asp) box polypeptide | ab13840 | 76kDa | Rabbit (polyclonal) | Abcam |
| DAZL | DAZ like autosomal | ab34139 | 33kDa | Rabbit (polyclonal) | Abcam |
| SCP3/SYCP3 | Synaptonemal complex protein 3 | NB300-232 | 28kDa | Rabbit (polyclonal) | Novus Biologicals |
| SOX9 | SRY (sex-determining region Y)-box 9 protein | AB5535 | 65kDa | Rabbit (polyclonal) | Merck Millipore |
| TNP1(TP1) | Transition protein-1 | ab73135 |  | Rabbit (polyclonal) | Abcam |
| CREM | cAMP response element modulator | D152356 | 39kd | Rabbit (polyclonal) | Sangon Biotech (Shanghai) Co., Ltd. |
| B-myb | Myb related protein B | bs-5960R | 77kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| PIWIL1 | Piwi like protein 1 | ab94917 | 99kDa | Rabbit (polyclonal) | Abcam |
| ODF1 | Outer defense fiber 1 | Sc-390152 | 27kd | Mouse (monoclonal) | Santa Cruz Biotechnology, Inc. |
| PGK2 | Phosphoglycerate kinase 2 | D121803 | 45kDa | Rabbit (polyclonal) | Sangon Biotech (Shanghai) Co., Ltd. |
| Ki67 | Antigen identified by monoclonal antibody Ki 67 | bs-2130R | 358kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Bcl-2 | B cell lymphoma 2 | bs-4563R | 26kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| CCR7 | CCR7 | bs-1305R | 42kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| CCL21 | CCL21 | bs-1666R | 15kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| CD163 | CD163 | ab213612 | 121 kDa | Rabbit | Abcam |
| P53 | Transformation related protein 53 | bs-8687R | 53kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Bax | BCL2-Associated X | bs-4564R | 21kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Bcl-xl | Bcl-xl | bs-1336R | 26kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| SOX9 | SRY (sex-determining region Y)-box 9 protein | AB5535 | 65kDa | Rabbit (polyclonal) | Merck Millipore |
| PLZF1 | **promyelocytic leukaemia zinc finger** | Ab39354 | 72kDa | Rabbit (polyclonal) | Abcam |
| actin | actin | Ab3280 | 42kDa | Rabbit (polyclonal) | Abcam |

How the deposited data were processed for this re-analysis (not part of the article)

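Liver RNA sequencing of 18 mice was used: 3 mice in each of Con, STZ, A10-FMT and Con-FMT, which the paper reports, and 3 mice in each of AOS and STZ+AOS, which occur only in the sample labels. The authors sequenced the libraries on an Illumina HiSeq instrument, mapped the reads with SOAPaligner and deposited 1 value per gene and library, which by the methods of the paper is RPKM. The deposited values carry the authors' division by transcript length and by mapped reads; no further normalization was applied in the main analysis. The unit of the values was taken from the methods, and its fit to the values was checked. The spleen sequencing, the microbiome, the blood and testis assays and the Western blots of the paper were not analysed here.

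The table held 19057 symbols, of which 26 looked like dates and 3 occurred more than once. All 18 columns were mapped to a group and a mouse number by their labels. Genes with at least 1 RPKM in at least 3 of the 12 libraries of the 4 groups were kept (10602 genes), and 1 was added before taking log2. Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend), with p-values adjusted by the Benjamini-Hochberg method within each contrast. A gene was called at an adjusted p under 0.05, and the paper's limits (FDR of 0.001 or less, absolute log2 ratio of 1 or more) were applied to the same adjusted p as a stricter threshold. The contrasts were STZ against Con, A10-FMT against STZ, Con-FMT against STZ, A10-FMT against Con, Con-FMT against Con and A10-FMT against Con-FMT. AOS against Con, STZ+AOS against STZ and the difference between these effects were tested in a model of all 6 groups (18 libraries). Mice share numbers 1 to 3 across groups, but the paper describes no pairing, so no block was fitted; the pairing tried as an alternative comes from these numbers in the labels.

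A gene was counted as reversed when it was called in STZ against Con and in an FMT group against STZ with opposite signs. Gene sets were written by hand before the data were examined and were tested with camera of limma (inter-gene correlation 0.01), adjusted over 24 sets and 3 contrasts. Camera compares moderated t-statistics, so that its p need not follow the mean log2 change of a set. Fisher's exact test (two-sided) compared lipid genes with all other tested genes; it takes genes as independent. Per-mouse values were compared by exact permutation tests (two-sided), for which 0.1 is the smallest p that 3 against 3 mice allow. Named genes followed a rule fixed before the data were examined. It took, per contrast with STZ, at most 3 rising and 3 falling called genes with the smallest adjusted p, a 2-fold change and no overlap between mice. It added the 5 reversed genes per FMT group with the largest smaller change, the 6 lipid or glucose genes with the smallest adjusted p, genes of proteins the paper measured (Bax, Bcl2l1, Gpt, Sod1, Sod2, Sod3, Cat), and genes whose liver expression depends on insulin, of which Igfbp1, Pck1 and G6pc are reported here. Mdm2 and Phlda3 were added after their values were seen.

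The depth of the libraries in reads cannot be read from RPKM. The lowest values of a gene are multiples of the value of 1 read, and their steps in 33 of 58 candidate genes gave relative depths from 0.938 to 1.109. Values near 1 RPKM therefore have a sampling error that could not be calculated, which is why genes under that limit were left out. Positions, transcript lengths and GC contents come from GENCODE M21 (GRCm38), matched by symbol for 18492 of 19057 symbols and for 33 of 33 genes chosen by the rule or added later.

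The procedure was tested on simulated data with the same layout, in which 200 of 10602 genes were changed by 2 on the log2 scale. It recovered 192 of them (96%) in STZ against Con with 7 false calls, 191 as reversed genes with 1 false call, and 3 of 100 random gene sets had a camera p under 0.05. An added GC trend gave 9697 calls, and 0 once the trend was removed. This simulation had independent genes and did not test camera on sets with correlated genes.

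Alternatives were quantile normalization, median centring, median-ratio scaling, limma without trend, a pseudocount of 0.1, no filter, 1 RPKM in every library, only the compared groups (2 groups for a contrast, and Con, STZ and the FMT group for reversed genes), all 6 groups, a replicate block, leaving out each mouse, other thresholds for reversal, a rotation test and camera with the inter-gene correlation estimated from the data. Tests that need read counts, and the MARS method of the authors, were not run, because RPKM were analysed.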

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

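The choice of samples, tests, alternatives and the rule for named genes were set before the data were examined. The tests of Y chromosome genes, of p53 target genes after scaling, of gene sets with estimated inter-gene correlations and of exchanged labels were chosen only after the results were seen. The lists of p53 target, male-biased and female-biased genes were written after single genes of STZ against Con had been seen, and before the sets were tested.

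STZ+AOS against AOS is a contrast in mice that the paper does not report. It gave 4102 genes at an adjusted p under 0.05 (3441 higher, 661 lower) of 10822 tested, and 298 past the paper's limits. Of the 3904 genes called in STZ against Con in the same model, 2717 were also called here, and all 2717 changed in the same direction. Across genes, which are not independent replicates, r between both contrasts was 0.879. These 6 mice share no animal with STZ and Con, so the relation does not come from shared mice. Of the 4 exchanges of labels between same-numbered mice, the real one included, 1 gave as many genes, and a share under 0.05 is out of reach with 3 against 3 mice, so that this test alone cannot tell the count apart from a grouping by chance. The shared direction of the 2717 genes in separate mice goes against such a grouping as the source of both counts. An effect of STZ present in separate mice is a candidate explanation. A different phase of the daily rhythm at collection cannot be told apart from it. In this contrast clock genes that peak with Dbp changed by 1.89 (camera p 0.00575) and those that peak with Arntl by -0.59 (camera p 0.00383). As in STZ against Con, the median log2 change of all genes was above 0 (0.21), so the balance of directions carries the same dependence on scaling.

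AOS against Con, also not in the paper, gave 1 gene, Ces4a, lower by a log2 change of -1.14 (SE 0.16, adjusted p 0.0268). At an unadjusted p under 0.05 there were 781 genes, where 541 are reached by chance. Of the 4 exchanges of labels between same-numbered mice 1 gave as many genes, the real one, which cannot be told apart from a grouping by chance. The count ran from 0 to 41 over the alternatives other than leaving out a mouse. STZ+AOS against STZ gave 0 genes (657 at an unadjusted p under 0.05), and all 4 of the 4 exchanges gave as many, as any exchange does for a count of 0. The effect of AOS with STZ minus that without STZ gave 0 genes (584 at an unadjusted p under 0.05), and 100 of 100 exchanges drawn from 1728 splits gave as many, which a count of 0 fixes in advance.

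The paper measured p53 and Bax, a gene that p53 activates, as proteins; it does not report the transcripts of p53 target genes in liver as a set. Mdm2 (log2 change 0.87) and Phlda3 (1.93) were noticed among the genes most clearly higher in STZ, and the other 20 p53 target genes tested were then higher in STZ by a mean log2 change of 0.70, against 0.22 for all genes (camera p 0.00567; 12 genes called higher, 1 lower). With the inter-gene correlation estimated from the set (-0.00759) camera p was 0.0166. Each of the 3 STZ mice (0.60 to 0.80) was above each Con mouse (-0.04 to 0.03), with an exact permutation p of 0.1, the smallest possible. Median-ratio scaling gave camera p 0.000295. It shifts all genes of a library alike, while camera compares the set with the other genes, so that this test could not separate the pattern from an effect of a few genes taking most of the reads. Of the 4 exchanges of labels between same-numbered mice 1, the real one, gave as large a change, and with 4 exchanges this test alone cannot tell the pattern apart from a grouping by chance. In STZ+AOS against AOS, with no mouse in common, the mean change was 0.96 (camera p 0.000362). A candidate explanation is damage to liver cells by STZ that outlasted the injection, but no test here separates it from damage by the diabetes that follows.

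Female-biased liver genes rose in STZ by a mean log2 change of 3.76 (camera p 8.0e-05), with 16 of 19 called higher, and male-biased genes other than Mup fell by 3.04 (camera p 5.1e-21), with 16 of 19 called lower. The genes of both sets moved together (estimated inter-gene correlations 0.535 and 0.793), and with these estimates camera p was 0.225 for female-biased and 0.0305 for male-biased genes. Per mouse the exact permutation p was 0.1 in both, the smallest possible, and the values of STZ mouse 3 (2.42 and -1.40) were closest to Con. In STZ+AOS against AOS the mean changes were 3.29 and -3.02. Female mice among those labelled STZ would lack Y chromosome transcripts, but the lowest summed RPKM of 4 Y chromosome genes in STZ and STZ+AOS was 0.722 of the lowest in Con and AOS, which goes against it. Exchanging labels between same-numbered mice gave as large a change in 1 of 4 splits for female-biased and in 1 of 4 splits for male-biased genes, the real one each time, and with 4 splits this test alone cannot tell the patterns apart from a grouping by chance; the separate mice of STZ+AOS against AOS moved in the same directions. A loss of the male pattern of liver expression after STZ is a hypothesis that fits both sets; hormones were not tested here.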

How the results depend on the processing

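Median-ratio scaling, 2-fold changes without a test and the estimated inter-gene correlation for single gene sets were tests chosen only after the results were seen. The other alternatives were set beforehand.

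The count for STZ against Con (4087) stayed within 1.5 times under quantile normalization, median centring, median-ratio scaling, limma without trend, a pseudocount of 0.1, no filter, 1 RPKM in every library and all 6 groups. It was 2651 with only the compared groups and 693 by a 2-fold change without a test, and 2562 to 5012 across the 6 fits that each left out one mouse. Past the paper's limits 191 genes became 308 with all 6 groups, 110 with median centring, 25 with no filter and 17 with only the compared groups, and 7 to 639 across the 6 fits that each left out one mouse. The share of called genes that were higher depended on the scaling, as given with the other observations.

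The 24 genes of A10-FMT against STZ became 77 with median centring, 77 with median-ratio scaling, 47 with quantile normalization, 53 with all 6 groups, 44 with 1 RPKM in every library, 2 with no filter, 1 with only the compared groups and 196 by a 2-fold change without a test. Across the 6 fits that each left out one mouse the count ran from 0 to 1343, with 1215 to 3281 genes at an unadjusted p under 0.05. The 1 gene of Con-FMT against STZ became 94 with median centring, 73 with median-ratio scaling, 73 with quantile normalization, 18 with all 6 groups, 15 with 1 RPKM in every library, 0 with no filter (2750 at an unadjusted p under 0.05), 0 with only the compared groups (1280 at an unadjusted p under 0.05) and 183 by a 2-fold change without a test. It ran from 0 to 1636 across the 6 fits that each left out one mouse, with 1296 to 3381 at an unadjusted p under 0.05. The paper's limits were passed by 0 to 36 genes in A10-FMT against STZ and by 0 to 60 in Con-FMT against STZ across the 6 fits each that left out one mouse. Both highest counts came without STZ mouse 3.

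A10-FMT against Con (1953 genes) gave 1171 with median centring, 1155 with median-ratio scaling, 1109 with quantile normalization and 3355 with only the compared groups, and 547 to 1468 across the 6 fits that each left out one mouse. Con-FMT against Con (2059) gave 888, 866 and 824 with the same 3 scalings, and 603 to 2096 across the 6 fits that each left out one mouse. A10-FMT against Con-FMT gave 0 genes in all 10 alternatives and all 6 fits that each left out one mouse, with 254 to 390 genes at an unadjusted p under 0.05 in the latter. In the alternatives there were 245 (all 6 groups) to 579 (no filter), with 485 for only the compared groups.

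AOS against Con (1 gene) gave 0 with 1 RPKM in every library, 0 with median centring and 0 with a pseudocount of 0.1 (682, 664 and 829 at an unadjusted p under 0.05), 2 with quantile normalization, 4 with median-ratio scaling, 4 with no filter and 41 with only the compared groups. It ran from 0 to 6 across the 6 fits that each left out one mouse, with 383 to 920 at an unadjusted p under 0.05. STZ+AOS against STZ (0 genes, 657 at an unadjusted p under 0.05) gave 6 with no filter and 0 to 2 across the 6 fits that each left out one mouse. The difference between both AOS effects (0 genes, 584 at an unadjusted p under 0.05) gave 3 with no filter.

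Genes lowered by STZ and raised by A10-FMT (6) numbered 26 with median centring, 21 with median-ratio scaling, 14 with quantile normalization, 13 with all 6 groups, 2 with limma without trend, 0 with no filter, 3 with an added 2-fold limit, 0 with the paper's limits in both contrasts and 78 by a 2-fold change without a test. Genes raised by STZ and lowered by A10-FMT (15) numbered 28 with median centring, 32 with median-ratio scaling, 29 with all 6 groups, 2 with no filter, 5 with an added 2-fold limit, 0 with the paper's limits and 73 by a 2-fold change without a test. Across the 9 fits that each left out one mouse these counts ran from 0 to 291 and from 0 to 880. For Con-FMT, genes lowered and then raised (0) numbered 24 with median centring, 18 with median-ratio scaling, 20 with quantile normalization, 4 with all 6 groups, 4 with 1 RPKM in every library and 71 by a 2-fold change without a test. Genes raised and then lowered by Con-FMT (1) numbered 50, 47 and 46 with the same 3 scalings, 12 with all 6 groups, 10 with 1 RPKM in every library, 0 with no filter, 0 with only the compared groups, 0 with the paper's limits and 87 by a 2-fold change without a test. Across the 9 fits that each left out one mouse they ran from 0 to 356 and from 0 to 993. A count of 0 here is set against the 2212 (A10-FMT) and 2131 (Con-FMT) genes at an unadjusted p under 0.05 against STZ.

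Lipid genes among the genes reversed by A10-FMT (0 of 21, where 0.444 are expected by chance) were more than chance gives, without passing Fisher's exact test, with all 6 groups (3, p 0.0581), median centring (2, p 0.317), median-ratio scaling (2, p 0.309), quantile normalization (2, p 0.168) and only the compared groups (2, p 0.118). By a 2-fold change without a test there were 26 (Fisher's exact p 7.4e-17), and for Con-FMT 25 (Fisher's exact p 2.4e-15). Where reversed genes were left, the fits that each left out one mouse gave 0 to 40 lipid genes for A10-FMT (5 fits) and 2 to 40 for Con-FMT (2 fits); the other fits, and the paper's limits, left no reversed gene to test. The mean log2 change of all lipid genes with STZ (0.37, camera p 0.934) passed camera with median centring (0.12, p 0.0113) and with quantile normalization (0.15, p 0.0188), and by the rotation test (0.37, p 0.00528), with p from 0.00528 to 0.987 over the alternatives. In A10-FMT against STZ (0.04, camera p 0.0697) it passed with 1 RPKM in every library (0.076, p 0.0241), with p from 0.0241 to 0.972 over the alternatives. Across the 6 fits each that left out one mouse the mean ran from -0.00052 to 0.11 in A10-FMT against STZ and from -0.14 to 0.0079 in Con-FMT against STZ, so that the sign was not fixed in either, and from 0.27 to 0.44 in STZ against Con.

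The correlation across genes between the changes with STZ and with A10-FMT (-0.711) was -0.432 with different STZ mice in each contrast and -0.827 to -0.623 across the 9 fits that each left out one mouse. For Con-FMT (-0.759) it was -0.470 and -0.852 to -0.650. The distance of A10-FMT from Con (54.8) was 45.5 with 1 RPKM in every library, 41.5 in the 500 most variable genes and 67.8 with a pseudocount of 0.1, and that of Con-FMT (53.9) was 40.2 in the 500 most variable genes. STZ lay farther from Con than either group in each of these.

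Signs that turned among named genes and sets belonged to changes that passed no test in the values as deposited, apart from cholesterol biosynthesis with STZ. Gpt in A10-FMT against STZ (-0.06) was 0.0095 with median centring and 0.0082 with median-ratio scaling. Sod1 in STZ against Con (0.18) was -0.062 with median centring and -0.088 with median-ratio scaling. Sod2 was 0.0018 in A10-FMT against STZ with median centring and -0.0074 in STZ against Con with median-ratio scaling. Across the fits that each left out one mouse the log2 change ran from -0.36 to 0.048 for Cat with STZ, from -0.24 to 0.054 for Gpt with A10-FMT, from -0.063 to 0.17 for Sod1 with A10-FMT and from -0.10 to 0.29 for Sod3 with A10-FMT. For cholesterol biosynthesis relative to all genes it ran from -0.56 to 0.15 with STZ and from -0.45 to 0.25 with Con-FMT. In A10-FMT against STZ (0.53) this set kept its sign and ran from 0.15 to 0.85. Steroid hormone metabolism relative to all genes (-0.18 with Con-FMT) was 0.35 with 1 RPKM in every library. Of the other values of single genes and single gene sets, 60 became weaker and 5 stronger under these alternatives, and 54 weaker and 20 stronger when a mouse was left out. With the estimated inter-gene correlation, the adjusted camera p of fatty acid degradation with STZ rose to 0.817, from 2.9e-05 (range over its alternatives 4.3e-09 to 0.817), and those of fatty acid synthesis and both insulin sets with STZ to 0.760, the highest over their alternatives.

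A block for mice with the same number was tried because numbers recur across groups. Residuals of same-numbered mice had a mean correlation of 0.0238 and those of other pairs -0.0124. Taken for each contrast, the mean for same-numbered mice was -0.110 in STZ against Con, -0.146 in A10-FMT against STZ and 0.158 in Con-FMT against STZ, with no common sign. With the block, 31 genes passed the paper's limits in STZ against Con, 3 genes were lowered by STZ and raised by A10-FMT, 1 lipid gene was among the genes reversed by A10-FMT (Fisher's exact p 0.274), and AOS against Con gave 0 genes (764 at an unadjusted p under 0.05).

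Tests that take read counts, upper-quartile scaling of counts and the MARS method were planned for the case of counts and were not run, because RPKM were analysed. The cause of these changes was not tested, apart from the share of reads taken by a few genes. Without read counts, the sampling error of genes near 1 RPKM is unknown, which limits the counts made with no filter.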

Differences from the paper's values

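The paper's text gives no number for the liver sequencing, so there are no pairs of values to compare. The tests by a 2-fold change alone and with median-ratio scaling were chosen only after the values were seen.

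The paper states that A10-FMT, Con-FMT or both reversed the disruption of the liver by STZ, on the basis of a principal component analysis and of enriched functions among reversed genes. Here few genes were reversed past an adjusted p of 0.05: 21 by A10-FMT and 1 by Con-FMT, against 4087 changed by STZ, with 2212 and 2131 genes at an unadjusted p under 0.05 against STZ. Settings set before the data were examined that called more were median centring (26 and 28 genes in the 2 directions for A10-FMT, 24 and 50 for Con-FMT), quantile normalization (14 and 21; 20 and 46), all 6 groups (13 and 29; 4 and 12) and 1 RPKM in every library (9 and 22; 4 and 10). A fit of only the 3 groups that a reversal compares, Con, STZ and A10-FMT (6 and 22), and a pseudocount of 0.1 (6 and 16) called more for A10-FMT. Leaving out STZ mouse 3 gave 291 and 880 for A10-FMT and 356 and 993 for Con-FMT, and leaving out STZ mouse 1 gave 16 and 56 for A10-FMT and without Con-FMT mouse 1 there were 4 and 11 for Con-FMT. Median-ratio scaling (21 and 32; 18 and 47) and a 2-fold change in both contrasts without a test (78 and 73; 71 and 87) also called more, and both were chosen after seeing the values. With the paper's limits set on the limma adjusted p in both contrasts 0 genes were reversed. The paper set these limits on another test, DEGseq with MARS, which was not run here, so that this 0 is not a result of the paper's own test.

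The paper states that lipid metabolism was reversed by A10-FMT, Con-FMT or both. Among genes reversed past the test 0 of 21 and 0 of 1 were lipid genes, where chance gives 0.444 and 0.0211, so that these counts do not speak against the statement. Lipid genes were more frequent than chance gives, by Fisher's exact test, which takes genes as independent, without STZ mouse 3 (40 genes for A10-FMT, p 0.00236; 40 for Con-FMT, p 0.0255), without Con-FMT mouse 1 (2 genes for Con-FMT, p 0.0389), and by a 2-fold change without a test (26 genes, p 7.4e-17, and 25 genes, p 2.4e-15), which was chosen after seeing the values. The STZ mice shared by both contrasts of a reversal favour opposite changes in genes that vary among them, which this test does not allow for. The move of fatty acid degradation towards Con in both FMT groups, and of fatty acid synthesis in A10-FMT, passed camera with the assumed inter-gene correlation of 0.01 and, after adjustment, not with the estimated one, which was tried after seeing the values. The same held for changes of cholesterol biosynthesis and steroid hormone metabolism in A10-FMT against STZ. Relative to all genes, cholesterol biosynthesis went from -0.24 in STZ against Con to 0.29 in A10-FMT against Con. That is past the level of Con, but A10-FMT against Con did not pass camera (p 0.883, and 0.189 after median-ratio scaling). Steroid hormone metabolism went from -0.15 to -0.03.

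The paper describes the improvement of liver function as specific to A10-FMT. Its evidence includes blood measures and Western blots of liver, which were not analysed here. For the liver sequencing itself it names A10-FMT, Con-FMT or both. A10-FMT against Con-FMT gave 0 genes in the liver (303 at an unadjusted p under 0.05, and 485 with only the compared groups), and 0 in each of the alternatives, the fits without one mouse included. By gene set, cholesterol biosynthesis and fatty acid synthesis were higher in A10-FMT than in Con-FMT (camera p 2.2e-15 and 3.4e-07), and with the estimated inter-gene correlation camera p was 0.0658 and 0.0476, before adjustment. Steroid hormone metabolism was also higher (camera p 9.8e-06, and 0.0155 with the estimated correlation, before adjustment). Relative to Con, xenobiotic metabolism lay at 1.05 in Con-FMT and 1.35 in A10-FMT (camera p between them 2.6e-08). Female-biased liver genes lay at 1.61 and 2.30 (camera p 5.6e-05, and 0.216 with the estimated correlation). Both sets were thus closer to Con in Con-FMT. Genes induced by insulin (-0.80 and -0.53) and male-biased liver genes (-1.80 and -1.49) were closer in A10-FMT.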

Other observations

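The shares of higher genes after scaling, the relative depth, the trends removed with the level of each library kept, the markers of other cells in the FMT groups, the gene sets with estimated inter-gene correlations and the exchanges of labels, except those for the lipid genes as a whole, were tests chosen only after the results were seen.

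STZ mouse 3 lay between the other STZ mice and Con. Its Mup transcripts made up 19.2% of the RPKM sum, against 0.0327% and 0.0274% in STZ mice 1 and 2 and 23.7% to 35.8% in Con. On the first principal component of 18 libraries 0 libraries of Con and AOS overlapped those of STZ and STZ+AOS, which goes against an exchange of samples between these groups. An exchange between STZ and FMT libraries cannot be addressed in this way. STZ mice 1 and 2 lay at 45.9 and 46.4 there, and STZ mouse 3 at 0.182, within the FMT mice (-13.1 to 18.3). Leaving STZ mouse 3 out gave the highest counts of genes in both FMT groups against STZ, 1343 and 1636. A weaker response of this mouse to STZ is a candidate explanation. Blood glucose of single mice was not used here, and the mouse was kept.

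Opposite changes with STZ and with FMT can come from the STZ mice shared by both contrasts. With different STZ mice in each contrast the mean r across genes was still negative, -0.432 for A10-FMT and -0.470 for Con-FMT, with ranges that reached 0.0792 and 0.0125. On the axis from AOS to STZ+AOS mice, which uses none of the mice compared, STZ lay at 1 ± 0.361 (mean ± SD, scaled so that Con is 0 and STZ is 1), A10-FMT at 0.570 ± 0.101 and Con-FMT at 0.572 ± 0.215. The exact permutation p (two-sided) of the 3 STZ mice against the 6 FMT mice was 0.0476 over 84 splits, where 0.0119 is the smallest possible, and it was 1 for A10-FMT against Con-FMT. For the pooled FMT mice this goes against the shared mice as the sole source of the opposite changes. A partial return of the liver towards Con is a candidate explanation for the pooled FMT mice only. Neither FMT group was tested alone against STZ on this axis, so that a return in each group was not shown. By distance from Con, where each group was tested alone, the exact permutation p (two-sided) was 0.3 for A10-FMT and 0.2 for Con-FMT. STZ mouse 3 (0.584) lay within the range of the FMT mice on the axis.

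Labels were exchanged between same-numbered mice to see how often other groupings give results as large. Each pair of groups has 4 such splits, the real one included, and a share under 0.05 is out of reach, so none of these results can be told apart from a grouping by chance in this way. As many genes came in 1 of 4 splits for STZ against Con, and 1 of 4 past the paper's limits, in 1 of 4 for A10-FMT against STZ, 2 of 4 for Con-FMT against STZ, 1 of 4 for A10-FMT against Con and 1 of 4 for Con-FMT against Con. For counts of 0 all 4 of 4 splits gave as many, which is fixed in advance: the paper's limits in A10-FMT against STZ (2212 genes at an unadjusted p under 0.05) and in Con-FMT against STZ (2131), and A10-FMT against Con-FMT (303). As large a mean change of all lipid genes came in 2 of 4 splits for STZ against Con, 2 of 4 for A10-FMT against STZ and 1 of 4 for Con-FMT against STZ. For fatty acid degradation it was 1 of 4 in each of the 3 contrasts, for fatty acid synthesis 1 of 4 with STZ, 1 of 4 with A10-FMT and 4 of 4 with Con-FMT, and for cholesterol biosynthesis 3 of 4 with STZ, 2 of 4 with A10-FMT and 4 of 4 with Con-FMT. For steroid hormone metabolism it was 2 of 4 in each of the 3 contrasts. For genes induced and genes repressed by insulin it was 1 of 4 each. The other splits, of the 10 possible, part fewer same-numbered pairs. Over all 10, as large a mean change of all lipid genes came in 2 for STZ against Con. It came in 3 for A10-FMT against STZ and in 6 for Con-FMT against STZ. For STZ against Con, separate mice bear on the question: in a model of all 6 groups, 2717 of its 3904 genes were also called in STZ+AOS against AOS, all 2717 in the same direction. Reversed genes were counted in 100 splits drawn from 108. As many genes lowered by STZ and raised by A10-FMT came in 5 of 100, raised and then lowered in 5 of 100, and raised by STZ and lowered by Con-FMT in 9 of 100. At these shares these reversed genes may be a product of the grouping of mice. For genes lowered by STZ and raised by Con-FMT it was 100 of 100, which the count of 0 (2131 genes at an unadjusted p under 0.05 against STZ) fixes in advance.

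Most genes called in STZ against Con were higher (85.7%). After median-ratio scaling the share was 51.6%, but this scaling brings the typical change close to 0 whatever its source, so that this test cannot tell a few genes taking most of the reads apart from a true excess. A scaling without that property divided each library by its share of reads outside the Mup genes (reads taken as RPKM times transcript length). It gave 2883 genes, 64.1% of them higher, with a median log2 change of all genes of 0.05. Mup transcripts taking reads in Con may therefore account for a part of the excess, and the rest was left open. The loss of Mup transcripts also held after median-ratio scaling: the lowest Con value of summed Mup after scaling was 1.47 times the highest STZ value.

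Other technical explanations were tested for the count of 4087 genes. The median relative depth of Con was 1.12 times that of STZ, less than the 1.5-fold set as the limit for depth as a source of the count. With the trend on GC content removed from each library, 2913 genes were called in STZ against Con and 93 in A10-FMT against STZ, and with the trend on transcript length removed 2953 and 17, over the 10494 genes with known GC content and length (99.0%). Removing a trend also recentres each library, which alone gave 2871 and 77 genes with median-ratio scaling. With the level of each library kept, 4118 and 42 genes were called without the GC trend, and 4113 and 11 without the length trend. A source in GC content was therefore not seen for either count, nor one in length for STZ against Con, while a trend with length may account for a part of the 24 genes of A10-FMT against STZ. RNA from other cells cannot be excluded. Of the marker sets with at least 3 tested genes, 1 differed in STZ against Con, that of red blood cells (adjusted camera p 0.0478). That of macrophages did not (adjusted camera p 0.464). After median-ratio scaling the order turned, with unadjusted camera p of 0.245 for red blood cells and 0.0433 for macrophages. Adjusted, these were 0.375 and 0.104. In A10-FMT and in Con-FMT against STZ, 2 such sets differed in each: red blood cells were higher (mean log2 change 1.48 and 2.55, adjusted camera p 0.0497 and 0.0127, and 0.159 and 0.0273 after median-ratio scaling) and macrophages lower (-0.66 and -0.56, adjusted camera p 0.0375 and 0.0478). Such RNA could account for some genes of blood and of macrophages in these contrasts, and no estimate of its share was made.

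Clock genes were displaced. Genes that peak with Dbp rose relative to genes that peak with Arntl by 3.07 on the log2 scale in STZ against Con and by a further 0.98 in A10-FMT against STZ. Per mouse the difference was -0.21 to 0.16 in Con, 1.5 to 4.65 in STZ, 3.67 to 4.40 in A10-FMT and 2.92 to 3.09 in Con-FMT, and in mice of the other groups -0.05 to 1.12 in AOS and 2.02 to 4.04 in STZ+AOS. The groups therefore may have differed in the phase of their daily rhythm at collection, by the hour of sampling or through STZ itself, and the times were not used here. This explanation cannot be told apart from an effect of treatment in STZ against Con. The means of A10-FMT (4.05) and Con-FMT (3.00) were above and close to that of STZ (3.07), so that no return towards Con was seen on this measure.

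Genes that depend on insulin changed as lower insulin action would change them. Genes induced by insulin had a mean log2 change of -1.15 with STZ and genes repressed by insulin of 1.73, and the larger camera p was 3.4e-05. With the estimated inter-gene correlations camera p was 0.0569 and 0.105, and the exact permutation p was 0.1 in both, the smallest possible. Igfbp1 had a log2 change of 4.16 (adjusted p 0.000564), Pck1 2.76 (adjusted p 0.000292) and G6pc 0.32 (adjusted p 0.398). In A10-FMT the sets lay at -0.53 and 1.06 relative to Con, and in Con-FMT at -0.80 and 1.08. Against STZ, induced genes passed camera in A10-FMT (adjusted p 0.00178) and not in Con-FMT (0.200). Repressed genes passed in both (adjusted camera p 0.0130 and 0.00581). With the estimated inter-gene correlations, unadjusted camera p in these contrasts ran from 0.127 to 0.462. Lower insulin action after STZ is a candidate explanation for part of the 4087 genes.

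Transcripts of proteins the paper measured in blood or by Western blot were read in liver, and transcripts need not follow them. With STZ, Gpt (ALT) had a log2 change of 0.95 (limma adjusted p 0.00269), Bcl2l1 0.40 (0.0478) and Bax 0.36 (0.0540). Sod1 had 0.18 (0.389), Sod2 0.26 (0.109), Sod3 0.58 (0.115) and Cat -0.14 (0.590). The change of Bcl2l1 became weaker in 7 of 10 alternatives and in 5 of 6 fits without one mouse. Its limma adjusted p reached 0.423. In A10-FMT against STZ none passed an adjusted p of 0.05: Gpt -0.06, Bcl2l1 -0.45, Bax -0.12, Sod1 0.05, Sod2 -0.07, Sod3 0.14 and Cat 0.45 (adjusted p 0.136 to 0.887).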
